# Mapping of a Chromosome 12 Region Associated with Airway Hyperresponsiveness in a Recombinant Congenic Mouse Strain and Selection of Potential Candidate Genes by Expression and Sequence Variation Analyses

**DOI:** 10.1371/journal.pone.0104234

**Published:** 2014-08-11

**Authors:** Cynthia Kanagaratham, Rafael Marino, Pierre Camateros, John Ren, Daniel Houle, Robert Sladek, Silvia M. Vidal, Danuta Radzioch

## Abstract

In a previous study we determined that BcA86 mice, a strain belonging to a panel of AcB/BcA recombinant congenic strains, have an airway responsiveness phenotype resembling mice from the airway hyperresponsive A/J strain. The majority of the BcA86 genome is however from the hyporesponsive C57BL/6J strain. The aim of this study was to identify candidate regions and genes associated with airway hyperresponsiveness (AHR) by quantitative trait locus (QTL) analysis using the BcA86 strain. Airway responsiveness of 205 F2 mice generated from backcrossing BcA86 strain to C57BL/6J strain was measured and used for QTL analysis to identify genomic regions in linkage with AHR. Consomic mice for the QTL containing chromosomes were phenotyped to study the contribution of each chromosome to lung responsiveness. Candidate genes within the QTL were selected based on expression differences in mRNA from whole lungs, and the presence of coding non-synonymous mutations that were predicted to have a functional effect by amino acid substitution prediction tools. One QTL for AHR was identified on Chromosome 12 with its 95% confidence interval ranging from 54.6 to 82.6 Mbp and a maximum LOD score of 5.11 (*p* = 3.68×10^−3^). We confirmed that the genotype of mouse Chromosome 12 is an important determinant of lung responsiveness using a Chromosome 12 substitution strain. Mice with an A/J Chromosome 12 on a C57BL/6J background have an AHR phenotype similar to hyperresponsive strains A/J and BcA86. Within the QTL, genes with deleterious coding variants, such as *Foxa1*, and genes with expression differences, such as *Mettl21d* and *Snapc1,* were selected as possible candidates for the AHR phenotype. Overall, through QTL analysis of a recombinant congenic strain, microarray analysis and coding variant analysis we identified Chromosome 12 and three potential candidate genes to be in linkage with airway responsiveness.

## Introduction

The assessment of airway responsiveness to methacholine is one of the key tests for diagnosing asthma. Airways naturally respond to stimuli such as methacholine by constricting, resulting in decreased airflow to the lungs. In asthmatic patients, this response occurs more quickly and forcefully, and at lower doses of the airway constricting agent. This heightened response is known as airway hyperresponsiveness (AHR).

Studies involving murine models have shown that mice have an airway responsiveness phenotype comparable to humans [1]. Certain inbred strains, such as the A/J strain, have an airway hyperresponsive phenotype when exposed to methacholine and can be used as a model to study the phenotype observed in asthmatic individuals. Other strains, such as the C57BL/6J and C3H/HeJ strains, are relatively less responsive to methacholine [2].

In addition to being able to model the airway responsiveness phenotypes seen in humans, mouse studies have also shown that airway responsiveness is a polygenic trait [1], [3]. Using crosses generated from inbred strains of mice, several quantitative trait loci (QTLs) for AHR in naïve, non-allergic mice have been identified. In crosses derived from A/J and C57BL/6J strains, QTLs for AHR were located on Chromosomes 2, 6, 15, and 17 [3], [4]. Interacting loci have also been identified on Chromosomes 2 and 6, and 11 and 18 [4], [5]. Similarly, using progeny from crosses of A/J and C3H/HeJ mice, genomic regions associated with AHR were found on Chromosomes 6 and 7, along with a suggestive association on Chromosome 17 [6], [7]. Mouse Chromosome 13 has been linked to AHR through recombinant inbred strains generated from C57BL/6 and DBA/2, and from haplotype association mapping using 36 inbred strains [2], [8].

This paper reports QTL mapping results using a unique inbred strain generated as part of a panel of AcB/BcA recombinant congenic strains (RCS). The RCS were created by backcrossing (A/JxC57BL/6J)F1 progeny to parental strains twice, followed by at least 30 generations of inbreeding. This resulted in 33 RCS each fully inbred and composed of approximately 12.5% of genetic material from one parental strain (minor genetic donor) and approximately 87.5% from the other (major genetic donor) [9]. The strength of the RCS panel as a genetic tool can be illustrated by the QTLs identified for various traits, such as susceptibility to infections by influenza, malaria, and salmonella, and in psychiatric studies like alcohol preference and response to stress [10]–[14].

The AHR trait segregates among the parental strains, A/J and C57BL/6J, of the AcB/BcA RCS. In a previous study, the entire AcB/BcA RCS panel had been phenotyped for airway responsiveness to methacholine [15]. Association analysis between the phenotypes and genotypes from the 33 RCS identified 16 chromosomal regions linked with AHR, of which eight were novel. In addition, certain strains were particularly informative because their phenotypes were significantly different from the phenotype of their major genetic donor strain, and were comparable to the phenotype of their minor genetic donor strain. Of the 22 BcA strains that were phenotyped, BcA86 was the most significantly different from its major genetic donor strain, C57BL/6J, and resembled the A/J strain phenotype [15]. We hypothesized that QTL analysis for AHR can be done using F2 progeny of the BcA86 strain (BcA86F2) to identify candidate regions and genes associated with AHR. The results presented in this paper describe in detail our strategy that allowed us to identify, a QTL on Chromosome 12 that is linked to AHR.

## Materials and Methods

### Animals

All experiments involving animals were approved by the McGill Animal Care Committee and were in compliance with the regulations set by the Canadian Council for Animal Care. All animals were housed in a biosecurity level 4 facility. List of excluded pathogens can be found at https://www.mcgill.ca/research/sites/mcgill.ca.research/files/611-_excluded_pathogens_-_rodent_facilities__2013.pdf.

### A/J, C57BL/6J, Chromosome 12 substitution strain, and BcA86 strains

Breeding pairs for A/J, C57BL/6J, and Chromosome 12 substitution strain (CSS12, C57BL/6J-Chr12^A/J^/NaJ) were purchased from The Jackson Laboratory (Bar Harbor, Maine, USA). The BcA86 strain used in this study is part of the AcB/BcA recombinant congenic strain panel generated at McGill University [9]. Colonies were housed (1–4 animals/cage), bred, and maintained at the Montreal General Hospital Research Institute in a pathogen free facility with a 12-hour light/dark cycle. All animals used in experiments were between eight and twelve weeks of age.

### Generation of BcA86F2 mice

BcA86 mice were backcrossed to C57BL/6J mice to generate F1 mice. The resulting F1 progeny were subsequently interbred (F1xF1) to create BcA86F2 mice. F1 progenies were generated with both male and female BcA86 and C57BL/6J mice.

### Measuring enhanced pause (Penh)

Penh, a dimensionless index of airway obstruction, was measured using an unrestrained whole body plethysmograph (Buxco Research System, Wilmington, NC, USA) in response to various doses of methacholine prepared in PBS. Mice were placed in the plethysmograph chamber and left to acclimate to the environment for five minutes before baseline Penh was measured. Mice were then exposed to increasing doses of methacholine (Sigma, St-Louis, Missouri, USA). 50ul of methacholine was aerosolized and nebulized into the plethysmograph chamber over one minute and the average Penh value during the exposure was used for analysis. Mice were only exposed to subsequent doses of methacholine once Penh values returned to baseline. Based on preliminary studies, the 15 mg/ml dose of methacholine was deemed the most reliable to compare Penh between A/J, C57BL/6J, BcA86 and BcA86F2 mice as it most consistently demonstrated the difference in phenotype between parental strains [15]. For experiments involving the CSS12 strain, a dose response curve, using 6.25, 12.5, 25, and 50 mg/ml of methacholine, was done to graphically visualize the segregation in airway responsiveness phenotype between C57BL/6J and CSS12.

### Measuring pulmonary resistance

Mice were anesthetized with a cocktail of ketamine (100 mg/kg), xylazine (10 mg/kg) and acepromazine (3 mg/kg). Once the depth of anesthesia was verified, the animals were tracheotomized and connected to a ventilator, and the baseline resistance values were measured. A nebulizer was used to administer PBS or a dose of 25 mg/ml methacholine directly to the lungs through the tracheostomy tube. The maximum resistance in response to the PBS or methacholine exposure for each mouse was determined using a Buxco plethysmograph system and Harvard Apparatus ventilators (Harvard Apparatus, Holliston, MA, USA).

### Tail DNA extraction and genotyping

Genotyping was done using tail DNA samples from BcA86F2 mice. Approximately 1mm of tail tissue was digested overnight in tail lysis buffer (5 M NaCl, 20% SDS, 1 M Tris HCl, 0.5 M EDTA) containing 0.5 mg/ml proteinase K (Life Technologies, Carlsbad, CA, USA). DNA was purified by serial phenol-chloroform extractions, precipitated in isopropanol, and resuspended in TE Buffer (10 mM Tris, 1 mM EDTA). DNA concentration was measured using Quant-iT DNA Assay Kit (Life Technologies). BcA86F2 mice were genotyped in recombinant regions of BcA86 with 41 microsatellites and 47 SNP markers, with an average spacing of 3.5 Mbp between markers (Table S1). Microsatellite and SNP genotyping were done at Laval University, and the McGill University and Genome Quebec Innovation Center, respectively.

### Microarray for selection of candidate genes with expression differences

Lungs were collected from euthanized animals and stored in RNA Later stabilization reagent (Qiagen, Venlo, Limburg, Netherlands). Approximately 30 mg of lung tissue was used for RNA extraction using the RNeasy Mini Kit (Qiagen) following the manufacturer's instructions. Samples which passed the quality control analysis on an Agilent Bioanalyzer (Santa Clara, CA, USA) were subsequently used with Affymetrix Gene 2.0 ST array (Affymetrix, Inc., Santa Clara, CA, USA). Three lung samples from each C57BL/6J, CSS12 and BcA86 strains were used. Quality control testing, cDNA preparation and hybridization were done at the McGill University and Genome Quebec Innovation Center.

All microarray datasets are available in the Gene Expression Omnibus database under accession number GSE52356. Raw data was normalized using the log2 expression values and robust multiarray average method (RMA) in FlexArray [16], [17]. Hyporesponsive and hyperresponsive strains were compared by Cyber T-test. Probesets were considered as significant if their log transformed fold changes were less than 0.71 or greater than 1.4 with *p* values <0.05. We selected protein coding genes as candidates if they were annotated as “validated” in the Reference Sequence database, and if they were differently expressed between C57BL/6J and CSS12, and C57BL/6J and BcA86 in the same direction, and not differently expressed between CSS12 and BcA86 [18]. Pathway analyses were done using Ingenuity Pathways Analysis (Ingenuity Systems, http://ingenuity.com). Network scores presented for significant pathways were calculated by the negative exponent of the right tailed Fisher's exact test.

### Quantitative RT-PCR for validation of microarray data

RNA transcript levels were measured using 1ug of total RNA, which was reverse transcribed into cDNA using the QuantiTect Reverse Transcription kit (Qiagen) according to the manufacturer's instructions. Equal amounts of cDNA were used to measure the relative expression of each candidate gene using a StepOne Plus Real Time QPCR instrument (Life Technologies) and Fast SYBR Green Master Mix (Life Technologies). Primers for each candidate gene were ordered from IDT DNA and the efficiency and specificity of the primers were verified by template dilution series analysis and melt curve analysis. Gene expression was normalized to the housekeeping gene *Gapdh* and relative expression was calculated using the cycle threshold (CT) values and the 2^-ΔΔCT^ method.

### Primer Sequences

*Eapp* forward: 5'-GGA TTG CAA AGG CCA CGT CAG AAA-3'

*Eapp* reverse: 5'-TGG CAA TCA AGG CAC AAT GTC GTC-3'

*Gapdh* forward: 5'-ATG TGT CCG TCG TGG ATC TGA-3'

*Gapdh* reverse: 5'-TTG AAG TCG CAG GAG ACA ACC T-3'

*Mettl21d* forward: 5′-ATGTGAACGGAGCATGTGCATACC-3′

*Mettl21d* reverse: 5′-TGTGGGCAGTCCAAAGTAGTTGTC-3′

*Snapc1* forward: 5′-AGT TGC CTT GAA GGA CTG GGA TGA-3′

*Snapc1* reverse: 5′-TAG CTG TGA AGT GGA AGG CTC TGT-3′

### *In silico* analysis of genotype-phenotype data and candidate gene selection using online databases

QTL analysis was done using the statistical software R, version 2.15.1. Association between marker genotype and phenotype was determined using the R/QTL library and by standard interval mapping to obtain LOD scores for each marker. To determine which markers were significant, 10,000 permutations of randomized genotype-phenotype combinations from our data were generated to obtain a LOD threshold. Markers were considered significant if their LOD scores were greater than the largest LOD score in 95% of the LOD values generated from the randomized data (*α* = 0.05). A 95% Bayes credible interval method was used to estimate the QTL location within the region harbored by the significant makers. Protein coding genes within the QTL containing coding non-synonymous SNPs (nsSNPs) between the A/J and C57BL/6J sequences were obtained using the Sanger dataset from the Mouse Phenome Database (http://phenome.jax.org/SNP). Polymorphisms were analyzed using PROVEAN and the HumDiv model of PolyPhen2 [19], [20].

### Statistical analysis

Unless otherwise specified, all other statistical analyses were done using GraphPad Prism 5.03 and *p*-values were obtained by one-way ANOVA followed by Bonferroni correction. Penh values were log transformed to provide a unimodal distribution of the phenotype. Normality of the Penh distribution was determined using the Kolmogorov–Smirnov test.

## Results

### Airway responsiveness of BcA86, BcA86F1, and BcA86F2 mice

We determined the airway responsiveness of BcA86 strain relative to A/J and C57BL/6J strains by measuring Penh. We observed that BcA86 has an airway responsiveness phenotype similar to A/J and significantly different from C57BL/6J, confirming our previous results (Figure 1A) [15]. Similar observations can be made about BcA86F1 mice (Figure 1A).

**Figure 1:**
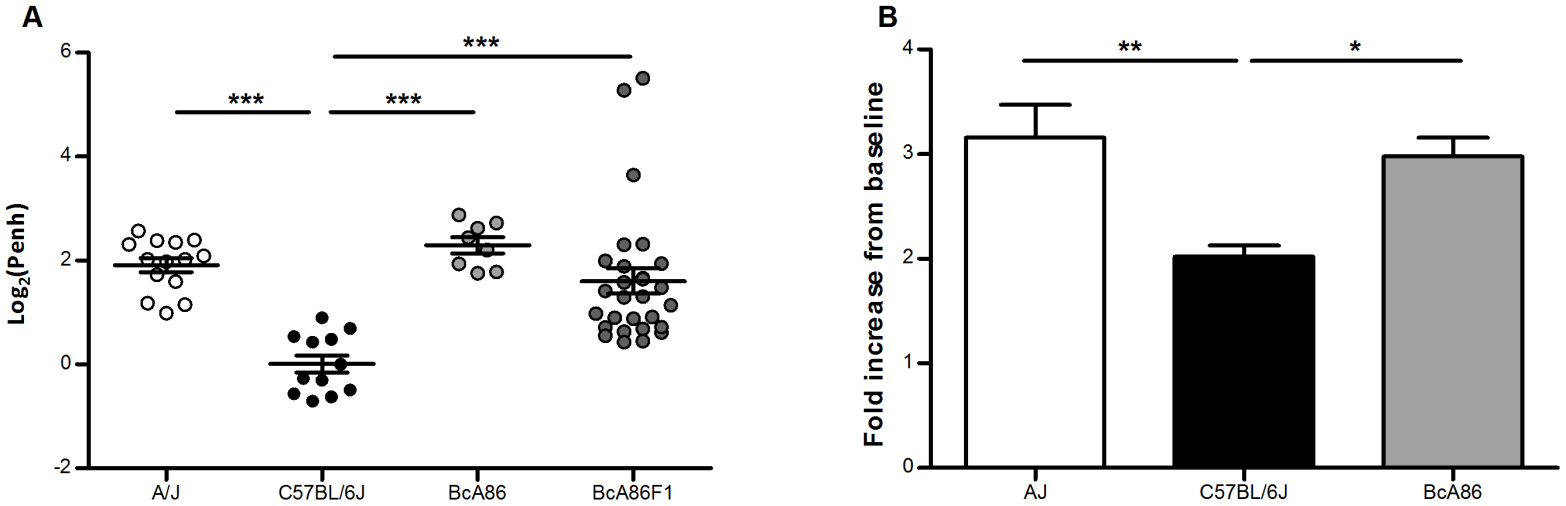
Airway responsiveness phenotype of BcA86 recombinant congenic strain . (A) Enhanced pause (Penh) in response to 15 mg/ml of methacholine was measured in A/J, C57BL/6J, BcA86 and BcA86 F1 mice. (n = 14 A/J, 12 C57BL/6J, 8 BcA86 and 28 BcA86F1). (B) Airway resistance of A/J, C57BL/6J and BcA86 strains in response to 25 mg/ml of methacholine. Resistance values were normalized by baseline readings and data is shown as the fold increase from baseline. Data are presented as mean ± SEM and statistical significance was calculated by one-way ANOVA and Bonferroni correction. n>5 per strain; _*, **_, and _***_ represent *p*<0.05, *p*<0.01, and *p*<0.001, respectively.

Since Penh measurements are known to be influenced by factors other than airway resistance, we validated our observations from Penh with invasive direct measurements of airway resistance [21]. Our measurements confirmed that the BcA86 strain has a hyperresponsive phenotype similar to A/J strain (Figure 1B). To identify genetic determinants of airway responsiveness in the BcA86 strain, we generated 205 BcA86F2 mice for QTL mapping. The mean log_2_(Penh) of the BcA86F2 mice shows a transgressive pattern of segregation as their phenotypes range from lower than the mean log_2_(Penh) of C57BL/6J strain to higher than the mean log_2_(Penh) of the BcA86 strain (Figure 2). The normal distribution pattern of log_2_(Penh) values from the F2 mice supports the hypothesis that multiple interacting loci are involved in determining the airway responsiveness phenotype. We also observe that gain of C57BL/6J genomic material results in a greater airway responsiveness phenotype in some BcA86F2 mice in comparison to BcA86. This indicates that in addition to airway responsiveness protective loci, susceptibility loci are also found in the C57BL/6J genome.

**Figure 2:**
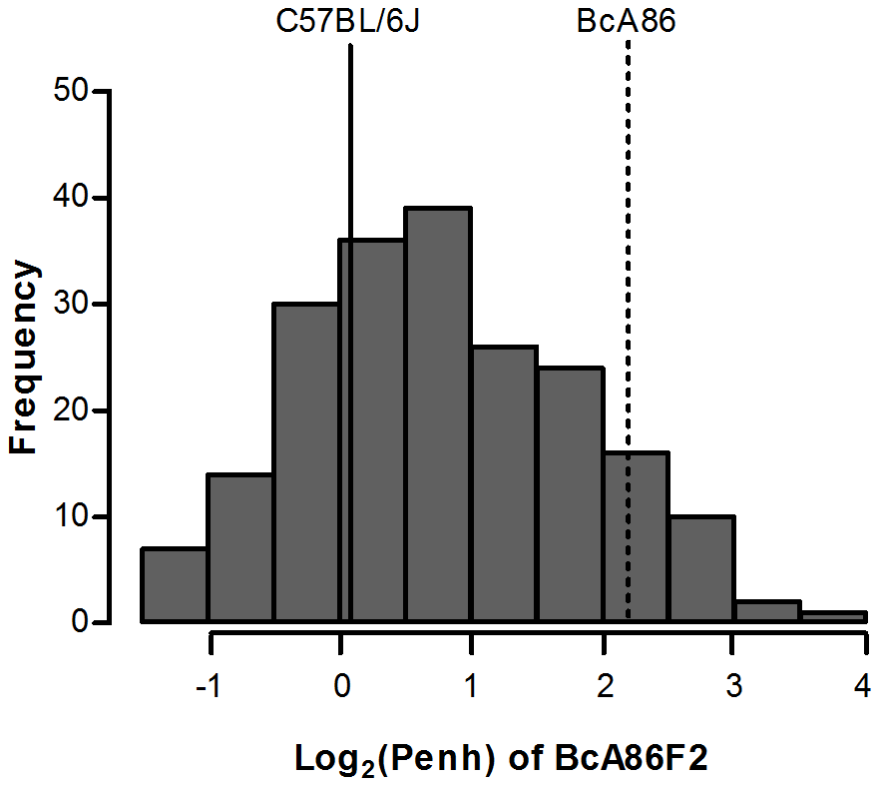
Histogram representation of the enhanced pause values of 205 BcA86F2. The distribution of log transformed enhanced pause values (log_2_(Penh)) of BcA86F2 mice ranges from lower than the average phenotype value of C57BL/6J (solid line) to greater than average phenotype value of BcA86 (dashed line).

### QTL mapping

BcA86F2 mice were genotyped at 88 markers located within the previously identified nine recombinant regions of the BcA86 strain [10], [15]. To identify which genomic regions of BcA86 are associated with the AHR phenotype we did a QTL mapping analysis using the phenotype and genotype data of BcA86F2 mice. Of the 88 markers, nine consecutive markers on Chromosome 12 were significantly associated with the AHR phenotype, and surpassed the 95% threshold generated from 10,000 permutations (LOD threshold  = 2.97) (Table 1 and Table S1). One 28Mbp QTL was identified on Chromosome 12 whose 95% confidence interval was delimited on the left and right by markers D12Mit285 and D12Mit158, at 54.6Mbp and 82.6Mbp, respectively (Figure 3A). This QTL explains 12.5% of the phenotypic variance observed in the BcA86F2 mice. All eight markers within this region surpassed the 95% and 99% LOD threshold generated from 10,000 permutations (LOD threshold  = 2.97 and 3.65, respectively) (Table 1). The most significant marker among these eight markers is D12Mit52 at 77.0 Mbp, with a LOD score of 5.11 (*p* = 3.68×10^−3^). The distribution of phenotypes among the possible genotypes at D12Mit52 showed that the replacement of a C57BL/6J allele with an A/J allele causes an increase in log_2_(Penh). Mean log_2_(Penh) of animals with homozygous A/J genotype (AA) or heterozygous genotype (AB) was significantly higher than animals with homozygous C57BL/6J genotypes (BB) (Figure 3B). Two-QTL analysis did not identify any additional loci apart from the significant one on Chromosome 12.

**Figure 3:**
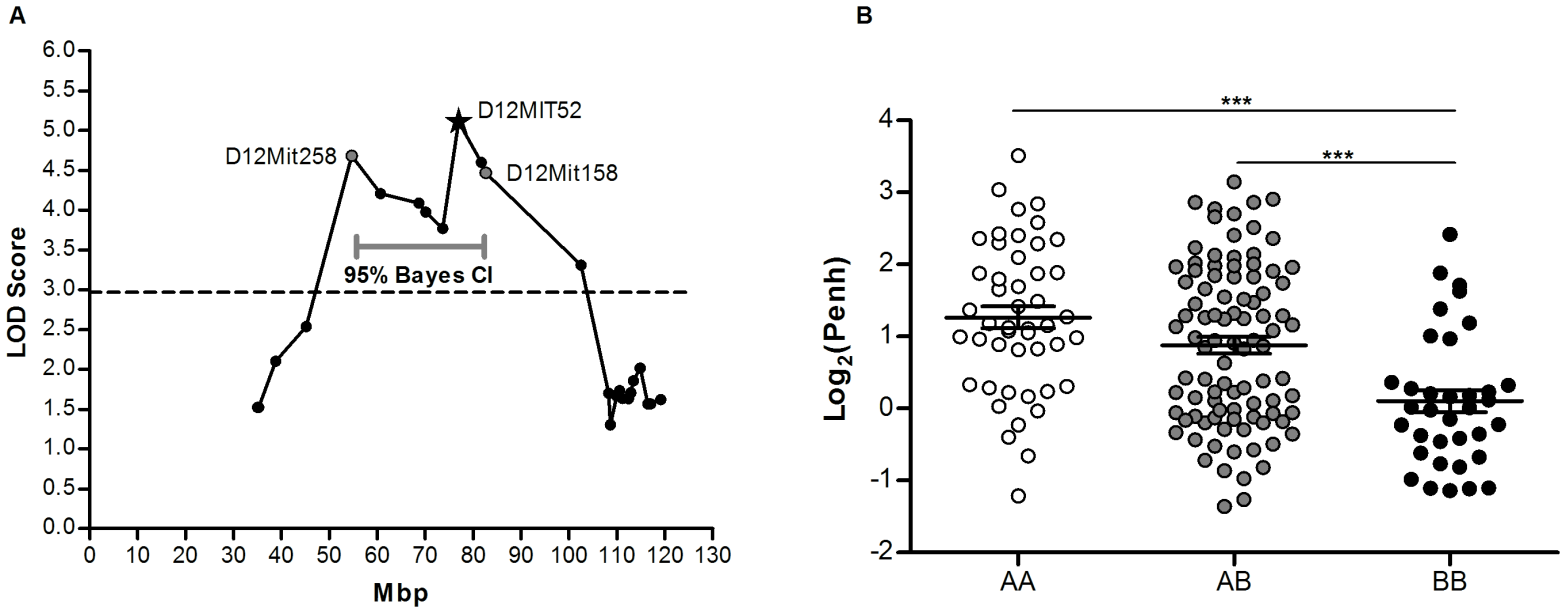
Association of Chromosome 12 markers with airway responsiveness in BcA86 mice. (A) Distribution of LOD scores of markers on Chromosome 12 used to genotype BcA86F2 mice. Dashed line at LOD  = 2.97 represents the 95% LOD threshold for significance generated from 10,000 permutations of randomized associations of the BcA86F2 genotype and phenotype data. Bayes 95% credible interval (CI) was used to determine the QTL confidence interval delimited by markers (grey dots) D12Mit285 at 54.6 Mbp (LOD score  = 4.68) and D12Mit158 at 82.6Mbp (LOD score  = 4.47). The most significant marker in the region is D12Mit52 (★) at 77.0Mbp with a LOD score of 5.11 and *p* = 3.68×10^−3^. (B) Distribution of log_2_(Penh) among the three possible genotypes at D12Mit52 (AA = homozygous for A/J, BB = homozygous for C57BL/6J and AB = heterozygous). Groups with A/J genotype at D12Mit52 (AA and AB) have significantly greater mean log2(Penh) value than homozygous C57BL/6J group (BB) (AA: 1.264 ± 0.151, AB: 0.879 ± 0.114, and BB: 0.102 ± 0.157). Data are presented as mean ± SEM and _***_ represents *p*<0.001 from one-way ANOVA and Bonferroni correction.

**Table 1:** Significant markers from quantitative trait locus analysis.

Marker	Position (Mbp)	LOD score
**D12Mit285**	**54.6**	**4.68**
**D12Mit36**	**60.7**	**4.21**
**D12Mit71**	**68.6**	**4.09**
**D12Mit114**	**70.1**	**3.97**
**rs32323357**	**73.7**	**3.77**
**D12Mit52**	**77.0**	**5.11**
**rs29137109**	**81.7**	**4.60**
**D12Mit158**	**82.6**	**4.47**
D12Mit101	102.5	3.31

Significant markers have LOD scores greater than the 95% and 99% LOD thresholds generated from 10,000 permutations (LOD  = 2.97 and 3.65, respectively). Markers in bold are within the 95% confidence interval of the QTL.

### Mouse Chromosome 12 and airway responsiveness

CSS12 mice have an A/J Chromosome 12 on a C57BL/6J background. We used CSS12 because it allowed us to see if an AHR phenotype can be observed in CSS12 in the absence of the other recombinant regions found in the BcA86 strain, or whether Chromosome 12 required the interaction with other loci found on other chromosomes for the phenotype to be expressed. CSS12 mice, along with A/J and BcA86 mice, were phenotyped for airway resistance by invasive and non-invasive methods and compared to hyporesponsive parental strain C57BL/6J. Penh values in response to increasing doses of methacholine show that the phenotypes of BcA86 and A/J segregate from C57BL/6J at doses as low as 6.25 and 12.5 mg/ml, respectively (Figure 4A). The phenotype of CSS12 is different from C57BL/6J starting from 25 mg/ml of methacholine. This difference in airway responsiveness between CSS12 and C57BL/6J and similarity between CSS12, BcA86, and A/J was validated by measuring respiratory system resistance to 25 mg/ml of methacholine using the invasive method (Figure 4B). Consistent with our previous findings obtained by measuring Penh, A/J, BcA86, and CSS12 strains had similar phenotypes (*p*  =  NS), and all three strains were significantly different from C57BL/6J.

**Figure 4:**
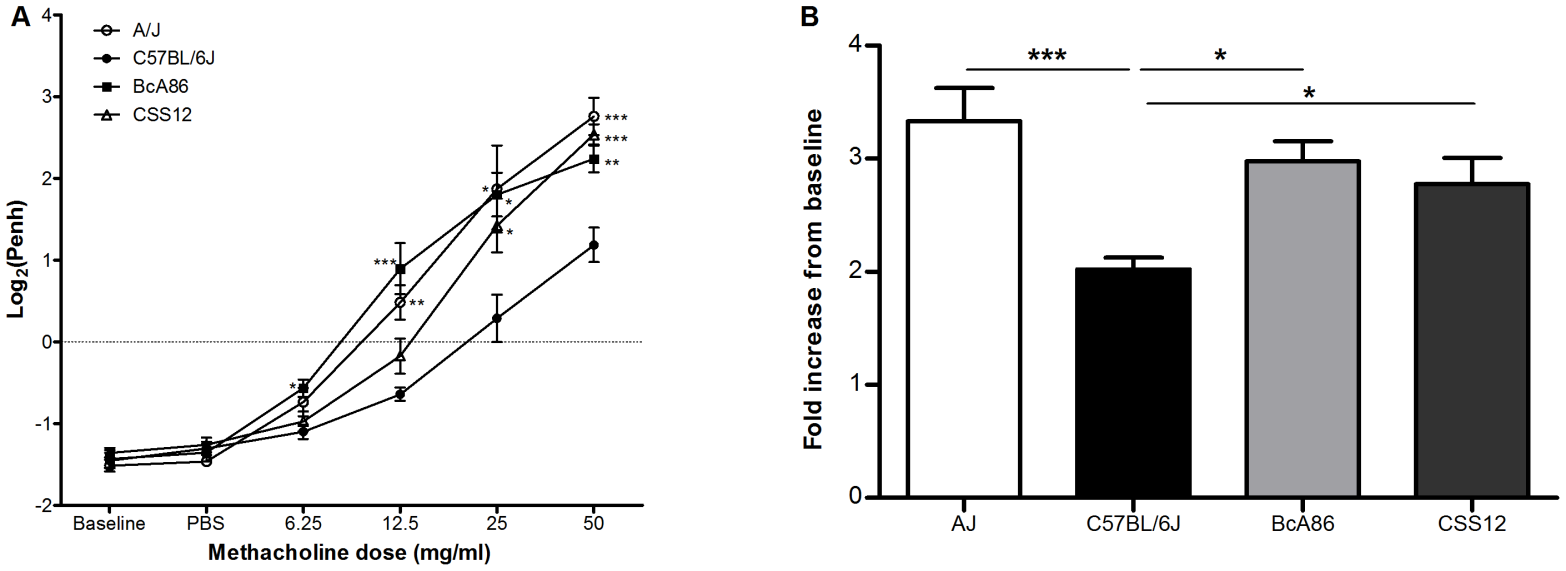
Genetic background of mouse Chromosome 12 determines airway responsiveness phenotype. (A) Log_2_(Penh) response curve to increasing doses of methacholine in A/J, C57BL/6J, BcA86, and CSS12 strains. The asterisks label the strains which are significantly different from C57BL/6J at each respective dose. (B) The airway resistance of A/J, C57BL/6J, BcA86 and CSS12 mice to 25 mg/ml of methacholine was measured by the gold standard invasive plethysmography and normalized to baseline readings. Data are presented as mean ± SEM and statistical significance was calculated by one-way ANOVA and Bonferroni correction. n>5 mice per strain for both experiments; _*, **_, and _***_ represent *p*<0.05, *p*<0.01 and *p*<0.001, respectively.

### Pathway analysis of genes distinguishing hyporesponsive and hyperresponsive strains

We considered the possibility that regulatory polymorphisms may cause changes in expression of genes that could be involved in airway responsiveness. We performed a microarray experiment to compare the expression of genes in the lungs of a hyperresponsive strain in comparison to hyporesponsive strains. 

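Lung RNA from 9 mice, 3 each of C57BL/6J, BcA86 and CSS12, was measured on Affymetrix Gene 2.0 ST arrays, with 1 array per mouse. The authors normalized the raw intensities by the robust multiarray average method (RMA) in FlexArray, and the log2 expression values were used as deposited. The values ran from 1.29 to 13.68, and the median of each array lay between 6.08 and 6.13. Of 41345 probesets, 23521 carry 1 gene symbol in the platform's annotation, 1814 carry several and 16010 carry none. The 3 strains were compared with limma in 1 fit of all 9 arrays, and p was adjusted by the Benjamini-Hochberg method over all 41345 probesets. Log2 fold changes are given so that a positive value means higher expression in BcA86 or CSS12 than in C57BL/6J. The folds of Table S2 run the other way, as C57BL/6J over the other strain. The hyperresponsive strains together stand for the mean of BcA86 and CSS12, compared with C57BL/6J. Tests, alternatives, 26 gene lists and the rule for naming genes were set before the data were examined, with the values printed in Table S2 already known. Exceptions are the tests, lists and genes said to be chosen after their values or the data were seen. The number of arrays limits the precision. The methods give 1 range of age for all animals, while the sex and the exact age of the mouse behind each array and the hour of collection are not given in the sources used here.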

We chose to compare BcA86 and CSS12 to C57BL/6J, as these three strains shared a common genetic background. Genes thus identified are more likely to be associated to the phenotype being studied rather than differences in strain background and genetic heterogeneity. Hence, the candidate genes we selected had no significant difference in expression between the hyperresponsive strains BcA86 and CSS12. In addition, they had similar differences in expression (in value and direction), when comparing C57BL/6J to BcA86 and C57BL/6J to CSS12.

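*Eapp*, an E2F-associated phosphoprotein, had a log2 fold change of 0.05 in CSS12 against BcA86 (standard error 0.08, 3 mice per strain). For *Mettl21d*, a lysine methyltransferase, the difference between these strains was −0.02 (standard error 0.14). For *Snapc1*, a subunit of the complex that activates small nuclear RNA genes, it was −0.08 (standard error 0.08). Over the 106 probesets that the study lists (Table S2), the absolute log2 difference between CSS12 and BcA86 had a median of 0.11 and reached 0.46. With limma, 0 of the 106 had an adjusted p under 0.05 and 0 had an unadjusted p under 0.05, the smallest unadjusted p being 0.125, and with Cyber-T all 106 had an unadjusted p of at least 0.05. These probesets were chosen on the same arrays for lacking this difference, so the counts are not independent evidence of it.
Among the other probesets, 296 differed between CSS12 and BcA86 at an adjusted p under 0.05 from limma, 112 higher and 184 lower in CSS12. Of these, 140 carry 1 gene symbol and stand for 119 genes. Among the 139 with a known chromosome, 29 lie on Chromosome 7 and 6 on the Y chromosome, shares that were not tested. *Mmrn1*, which encodes multimerin of platelets and endothelium, was higher in CSS12 by 3.55 on the log2 scale (standard error 0.13, adjusted p = 5.58e-05 from limma). *Chst4*, a sulfotransferase, was higher by 2.54 (standard error 0.14, adjusted p = 0.000418), and *Fkbp5*, a co-chaperone of the glucocorticoid receptor, by 1.14 (standard error 0.10, adjusted p = 0.00479). *Nnt*, the mitochondrial nicotinamide nucleotide transhydrogenase, had −0.90 (standard error 0.07, adjusted p = 0.00285). With each of the 9 arrays left out in turn, the count lay between 49, without CSS12 replicate 3, and 196, without C57BL/6J replicate 1. The balance of directions also changed, with 35 higher and 14 lower without CSS12 replicate 3, and 92 and 104 without C57BL/6J replicate 1. In a fit of BcA86 and CSS12 alone it was 62, with 42 higher and 20 lower in CSS12.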

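*Alas2*, as Table S2 names the probeset, encodes the erythroid enzyme of heme synthesis and was chosen after its values were seen. It was higher by 1.13 in BcA86 and by 1.17 in CSS12 on the log2 scale (standard error 0.11 for both, 3 mice per strain). *BC022687*, on Chromosome 12, was higher by 0.83 in BcA86 and by 0.94 in CSS12 (standard error 0.10 for both). In the hyperresponsive strains together, *Alas2* had an adjusted p of 0.00611 and *BC022687* of 0.0104 from limma. *Agr3*, an airway epithelial gene of the anterior gradient family, had −1.43 in BcA86 and −1.22 in CSS12 (standard error 0.28 for both), with an adjusted p of 0.0973 in the hyperresponsive strains together. All 106 listed probesets had the same direction in BcA86 and CSS12, 55 lower and 51 higher than in C57BL/6J. Of the 37 on Chromosome 12, 28 were lower, and of the 69 elsewhere, 27 were lower. The median absolute log2 fold change was 0.66 in BcA86 and 0.72 in CSS12. A shared direction was a condition of the study's selection on these arrays.

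**Figure D1:**
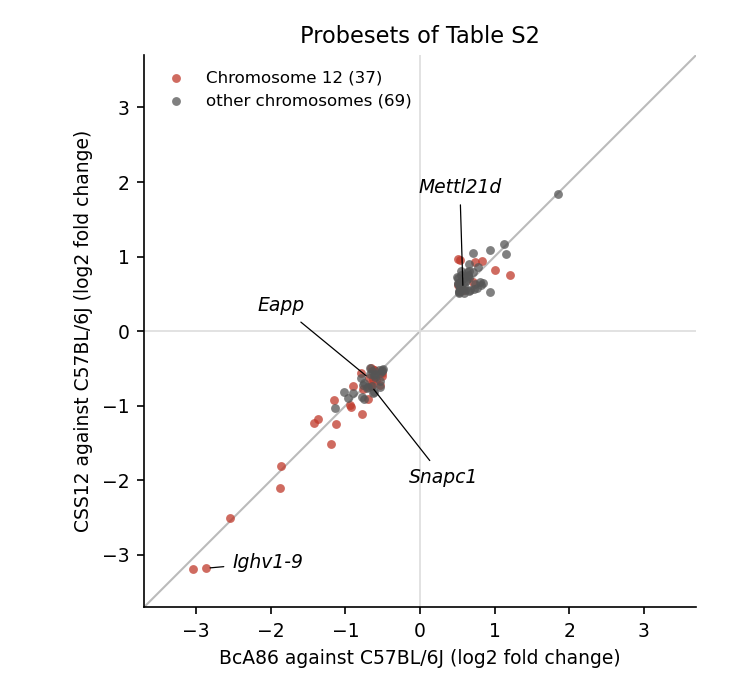
Log2 fold change of each of the 106 probesets of Table S2 in BcA86 (horizontal axis) and in CSS12 (vertical axis) against C57BL/6J. Red points are the 37 probesets on Chromosome 12, grey points the other 69, and the diagonal line marks equal folds. Each point has the same sign on both axes.

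At an adjusted p under 0.05 from limma, 62 probesets were higher and 93 lower in BcA86, and 59 were higher and 32 lower in CSS12. Cyber-T called 547 higher and 468 lower in BcA86. Of limma's calls, 28 went the same way in both strains, 12 higher and 16 lower, where independent lists of these sizes would share 0.0885 and 0.0720. In 100 simulated draws of unchanged strains against shared C57BL/6J arrays, 0 probesets were called in both. These strains had no changed probesets, so this 0 cannot show what shared arrays add to the overlap of strains that differ. The covariance of the 2 sets of log2 folds across probesets, which are not independent replicates, was 0.0182. It was 0.0127 on average in the draws, in which probesets vary independently. The correlation was 0.375 against 0.499 in the draws. The 3 C57BL/6J arrays cannot be split into groups of 2, so part of the excess may come from the shared arrays. With 1 array left out at a time, the overlap lay between 5, without CSS12 replicate 3, and 19, without C57BL/6J replicate 1. The count for BcA86 lay between 70, without BcA86 replicate 2, and 122, and that for CSS12 between 10, without CSS12 replicate 3, and 61.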

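*Nrcam*, a neuronal cell adhesion molecule encoded on Chromosome 12, was higher by 1.57 on the log2 scale in the hyperresponsive strains together than in C57BL/6J (standard error 0.10, 6 mice against 3, adjusted p = 0.0018 from limma). *Zbtb16*, a zinc finger transcription factor, was higher by 2.02 (standard error 0.22, adjusted p = 0.0142). Its adjusted p was up to 0.0643 without C57BL/6J replicate 2 or CSS12 replicate 3, 0.0535 with the replicate number as a block and 0.126 with the 6 hyperresponsive mice taken as 1 group. *Ly6a2*, of the Ly6 family of surface proteins, had −2.71 (standard error 0.14, adjusted p = 0.00124), and *Tubb4a*, a beta tubulin, −0.92 (standard error 0.08). *Tubb4a* passed with limma over the 3 strains (adjusted p = 0.00611) but not with the 6 hyperresponsive mice taken as 1 group (adjusted p = 0.315). *Hspa1a*, the inducible heat shock protein of the Hsp70 family, had −2.51 (standard error 0.24, adjusted p = 0.00813), with a mean log2 value of 11.10 ± 0.50 in C57BL/6J, 8.32 ± 0.43 in BcA86 and 8.86 ± 0.09 in CSS12 (SD, n = 3).

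**Figure D2:**
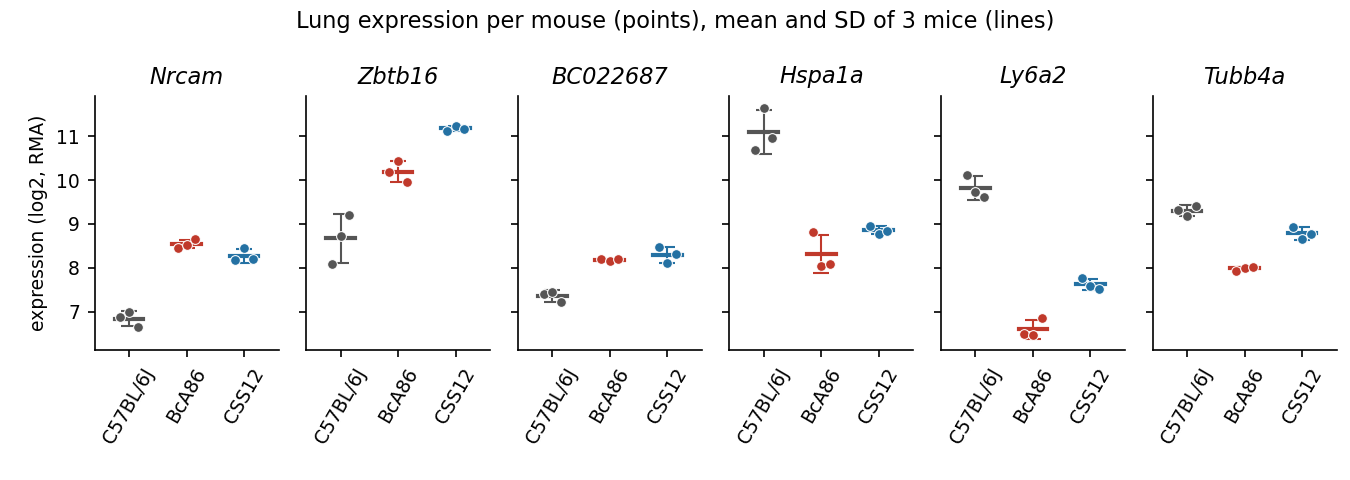
Log2 expression (vertical axis) of *Nrcam*, *Zbtb16*, *BC022687*, *Hspa1a*, *Ly6a2* and *Tubb4a* in each mouse of C57BL/6J, BcA86 and CSS12. Points are mice, thick lines the means of 3 mice and bars the SD. For each gene the 3 C57BL/6J mice lie apart from the 6 hyperresponsive mice.

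Of 14 heat shock genes measured, 0 were higher and 2 lower, *Hspa1a* and *Hspa1b* (6 lower when adjusted over the list alone). *Hspa1b* (adjusted p = 0.0401) went over 0.05, up to 0.135, without each array but C57BL/6J replicate 1, and had an adjusted p of 0.136 with the 6 hyperresponsive mice taken as 1 group, while *Hspa1a* passed without each array in turn (adjusted p of up to 0.0446) but not with the replicate number as a block (adjusted p = 0.0512). The list's median was −0.35 (camera, adjusted p = 2.79e-10, and adjusted p = 0.359 with an estimated correlation). Of 26 immediate early genes, which answer stimulation and handling within minutes, limma called 0 (1 higher and 13 lower at an unadjusted p under 0.05, and 5 lower with Cyber-T). Adjusted over the list alone, 1 was higher and 8 were lower, with a median of −0.32 (camera, adjusted p = 3.03e-08, and adjusted p = 0.359 with an estimated correlation). *Nr4a1*, a nuclear receptor of this list, had −1.39 (standard error 0.27, adjusted p = 0.115). The lists hold 1 and 4 genes of Table S2, chosen on these arrays.
In all, 66 probesets were higher and 59 lower in the hyperresponsive strains together at an adjusted p under 0.05. Leaving out each array in turn gave totals between 41, without CSS12 replicate 3, and 68, without C57BL/6J replicate 1, with more lower than higher in each of the 9 fits (13 higher and 28 lower without CSS12 replicate 3, 24 and 44 without C57BL/6J replicate 1). The replicate number as a block gave 16 higher and 33 lower, and the 6 hyperresponsive mice as 1 group 16 and 19, so the balance of directions depends on these choices. With the study's thresholds and limma's unadjusted p, 183 probesets passed the selection, 95 lower and 88 higher. They include 84 of the 106 probesets of Table S2, and 86 of the other 99 have no symbol in the platform's annotation. Without C57BL/6J replicate 3 the number was 309, 132 lower and 177 higher. Cyber-T, the methods' test, gave 306, 129 lower and 177 higher, which include all 106, and the other 200 have no symbol. Of the 106, 17 had an adjusted p under 0.05 from limma in the hyperresponsive strains together.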

We identified 105 annotated genes that have similar expression levels between the hyperresponsive strains and different from the C57BL/6J strain (Table S2). 

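*Ighv9-3*, *Ighv1-9* and *Ighv1-64*, as Table S2 names the probesets, are variable segments of the immunoglobulin heavy chain on Chromosome 12 and were chosen after their values were seen. In the hyperresponsive strains together they had −2.52, −3.02 and −1.99 on the log2 scale against C57BL/6J (6 mice against 3). Their standard errors were 0.19, 0.26 and 0.20, and their adjusted p from limma 0.00395, 0.00611 and 0.0111. Of the 18 heavy chain probesets listed by the study, 17 were lower and 1 higher, with log2 fold changes between −3.11 and 0.98 and a median of −0.96, and 6 passed the adjusted p. The array's probes follow the C57BL/6J sequence, and heavy chain segments vary between mouse strains, but single probes were not tested.
Of 22 B and plasma cell genes, limma called 0 (1 higher and 2 lower at an unadjusted p under 0.05, and 0 with Cyber-T, and 0 when adjusted over the list alone). Their median was −0.18 (camera, adjusted p = 0.0383, and adjusted p = 0.752 with an estimated correlation). The direction comes from CSS12, with a median of −0.38 (camera, adjusted p = 5.16e-06, and 0.348 with an estimated correlation), while BcA86 had 0.04 with camera's direction up (adjusted p = 0.381). The call in the hyperresponsive strains together ended without C57BL/6J replicate 1 or 3, CSS12 replicate 3 or BcA86 replicate 1 or 3, with an adjusted p of up to 0.850, with array weights (0.0585) and with the 6 hyperresponsive mice taken as 1 group (0.156). *Igj*, the joining chain of secreted immunoglobulin and a gene of Table S2, had 0.72 (standard error 0.42) and *Spib*, a B cell transcription factor, −0.44 (standard error 0.17). Of 26 interferon response genes, limma called 0 (9 higher and 1 lower at an unadjusted p under 0.05, and 3 higher with Cyber-T), and 3 were higher when adjusted over the list alone. Their median was 0.11 (camera, adjusted p = 0.000126, and adjusted p = 0.410 with an estimated correlation). The guanylate binding protein *Gbp4* had 0.70 (standard error 0.21) and the immunity-related GTPase *Iigp1* 0.65 (standard error 0.14), both in Table S2.
Camera did not call the 23 T and NK cell genes (median −0.02, adjusted p = 0.997) or the 25 macrophage and monocyte genes (median −0.02, mean 0.01, camera's direction down, adjusted p = 0.861). Neither list had a member called by limma over all probesets or when adjusted over the list alone. At an unadjusted p under 0.05, 2 T and NK cell genes were higher and 2 macrophage genes lower, and Cyber-T called 1 of each. *Ncr1*, a receptor of NK cells, had 0.49 (standard error 0.12), and *Ccl3*, a macrophage chemokine in Table S2, 0.68 (standard error 0.35). Of 18 neutrophil genes, limma called 0 in CSS12 against C57BL/6J (9 lower at an unadjusted p under 0.05, 7 lower with Cyber-T and 9 lower when adjusted over the list alone). In CSS12 this list had an adjusted p of 5.16e-06 from camera, and adjusted p = 0.332 with an estimated correlation. *S100a8*, a calcium-binding protein of neutrophils, had −1.80 in CSS12 and 0.27 in BcA86 (standard error 0.47 for both).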

Ingenuity pathway analysis revealed that the strongest networks representing these genes are “cell-mediated immune response” and “small molecule biochemistry” (Table 2). 

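*Lox*, which crosslinks collagen and elastin, was higher by 0.79 on the log2 scale in the hyperresponsive strains together than in C57BL/6J (standard error 0.11, 6 mice against 3, adjusted p = 0.0357 from limma). *Mfap4*, a microfibril-associated protein, was higher by 0.43 (standard error 0.06, adjusted p = 0.0286), and *Pdgfra*, a growth factor receptor of fibroblasts, by 0.48 (standard error 0.07). *Adamtsl2*, a binding partner of microfibrils and a gene of Table S2, was higher by 0.82 (standard error 0.12). *Eln*, elastin, had 1.20 (standard error 0.24, adjusted p = 0.134). Of 33 extracellular matrix and connective tissue genes, these 4 passed with limma and 0 were lower (13 higher and 1 lower at an unadjusted p under 0.05, 8 higher and 0 lower with Cyber-T, and 11 higher and 0 lower when adjusted over the list alone). The list's median was 0.19 (camera, adjusted p = 2.79e-10, and adjusted p = 0.359 with an estimated correlation), and 2 of its tested genes are in Table S2. *Fbn1*, fibrillin, also in Table S2 and chosen after its values were seen, has no platform symbol and did not enter the list's tests (0.73, standard error 0.15, adjusted p = 0.142). With 1 of the 9 arrays left out, the adjusted p of the 4 genes lay between 0.0470 and 0.164, over 0.05 for *Lox*, *Mfap4* and *Adamtsl2* whichever array was left out and for *Pdgfra* without each but CSS12 replicate 1. With the replicate number as a block it was 0.0856 to 0.122, and with the 6 hyperresponsive mice taken as 1 group *Mfap4* alone of the 4 passed (adjusted p = 0.0355, the others 0.0704 to 0.136).
Smooth muscle genes had a median of 0.01 over 24 members (camera, adjusted p = 0.880), and limma called 0 of them (0 at an unadjusted p under 0.05, 0 with Cyber-T and 0 when adjusted over the list alone). This median joins opposite directions: 0.09 in BcA86 (camera's direction up, adjusted p = 0.0447, and 0.745 with an estimated correlation) and −0.07 in CSS12 (direction down, adjusted p = 0.165), with 0 members called by limma or Cyber-T in either strain and 1 lower in BcA86 at an unadjusted p under 0.05. *Lmod1*, a leiomodin of smooth muscle actin filaments, had 0.19 (standard error 0.10), and *Pdlim3*, an actinin-associated protein, −0.19 (standard error 0.09). Of 26 muscle development genes, limma called 0 (2 higher and 7 lower at an unadjusted p under 0.05, and 1 higher and 2 lower with Cyber-T). Adjusted over the list alone, 2 were higher and 4 lower, and camera did not call the list (adjusted p = 0.601). *Egr1*, an immediate early transcription factor, had −0.83 (standard error 0.32), and *Cdkn1a*, an inhibitor of the cell cycle, 0.68 (standard error 0.11, adjusted p = 0.0595), and both are among the list's 4 genes of Table S2. The 24 genes of muscarinic and airway contraction signalling had a median of 0.04 (camera, adjusted p = 0.144), with 4 higher at an unadjusted p under 0.05 and 0 called by limma, by Cyber-T or when adjusted over the list alone. *Rgs5*, a regulator of G protein signalling, had 0.41 (standard error 0.15) and the muscarinic receptor *Chrm1* −0.21 (standard error 0.10). Camera gave an adjusted p of 0.925 for 17 skeletal muscle genes (median 0.01, mean −0.03, camera's direction down) and for 18 cardiac muscle genes (median −0.06, mean −0.02, camera's direction up).
Cell cycle genes had a median of 0.40 over 29 members (camera, adjusted p = 7.33e-11, and adjusted p = 0.417 with an estimated correlation). None passed over all probesets with limma (15 higher and 0 lower at an unadjusted p under 0.05, and 7 higher with Cyber-T), and 7 were higher when adjusted over the list alone. *Ube2c*, a ubiquitin-conjugating enzyme of mitosis and 1 of the list's 3 genes of Table S2, had 0.73 (standard error 0.15), and *Top2a*, a DNA topoisomerase, 0.71 (standard error 0.23). Of 23 erythroid genes, 12 have a probeset with 1 platform symbol and entered the list's tests, and limma called 0 of these (5 higher at an unadjusted p under 0.05, 1 higher with Cyber-T and 2 higher when adjusted over the list alone). Their median was 0.11 (camera, adjusted p = 0.0311, and adjusted p = 0.417 with an estimated correlation), and the call ended without C57BL/6J replicate 2 or 3, CSS12 replicate 1 or BcA86 replicate 2, with an adjusted p of up to 0.149. *Slc4a1*, the anion exchanger of red cells, had 0.47 (standard error 0.13) and *Trim10*, of erythroid differentiation, 0.33 (standard error 0.10). Outside these tests, the erythroid genes that Table S2 names, chosen after their values were seen, are *Alas2*, which passed with limma (1.15, standard error 0.10, adjusted p = 0.00611), and *Ahsp*, a stabilizer of alpha hemoglobin (0.61, standard error 0.38, adjusted p = 0.660).

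**Figure D3:**
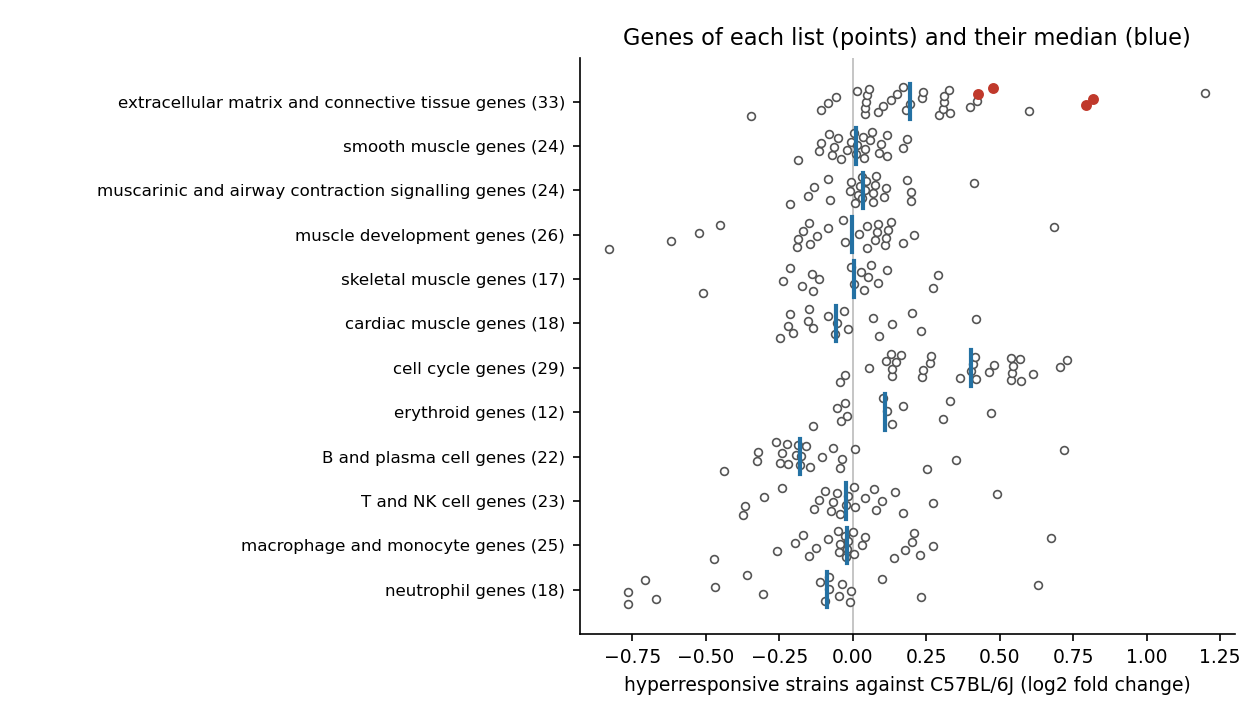
Log2 fold change of the hyperresponsive strains together against C57BL/6J (horizontal axis) for the measured genes of 12 lists, with the number of genes in brackets. Each point is a gene, red points are the genes at an adjusted p under 0.05 over all probesets, and blue bars are medians. The 4 red points are *Lox*, *Mfap4*, *Pdgfra* and *Adamtsl2*.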

Diseases and functions analysis revealed that the genes are involved in the “proliferation and death of hematopoietic cells”, “development of muscle”, and “differentiation of connective tissue cells” (Table 3). “Airway pathology in COPD” was the top Ingenuity canonical pathway enriched by the 105 genes significantly different between hyperresponsive and hyporesponsive strains (*p* = 2.23×10^−2^).

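*Mmp9*, a gelatinase stored in neutrophil granules, had −1.38 on the log2 scale in CSS12 (standard error 0.28, adjusted p = 0.137 from limma) and 0.05 in BcA86 against C57BL/6J (3 mice per strain). *Il1b*, an inflammatory cytokine, had −1.22 in CSS12 and −0.14 in BcA86. *Egfr*, the epidermal growth factor receptor, was chosen after its values were seen and had 0.31 in the hyperresponsive strains together (standard error 0.07, adjusted p = 0.173). Of 16 genes listed here for airway pathology in COPD, limma called 0 in the hyperresponsive strains together (2 higher and 1 lower at an unadjusted p under 0.05, and 1 higher with Cyber-T). Adjusted over the list alone, *Egfr* and *Mmp2* were higher and 0 genes were lower, and *Mmp2* is the tested gene of Table S2. Against C57BL/6J, the list alone gave 2 higher and 3 lower in CSS12, and 1 higher and 0 lower in BcA86. *Areg*, a ligand of *Egfr* also in Table S2 and chosen after its values were seen, has no platform symbol and did not enter the list's tests (−0.59, standard error 0.15, adjusted p = 0.230). The list's median was −0.04 and its mean −0.07, while camera's direction was up (adjusted p = 0.9905). This list was drawn up from textbook knowledge and is not the Ingenuity pathway.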

**Table 2:** Pathway analysis: Top networks associated with genes distinguishing hyperresponsive strains from hyporesponsive strain.

Top Networks	Score
Cell-mediated Immune Response, Cellular Development, Cellular Function and Maintenance	30
Small Molecule Biochemistry, Molecular Transport, Hereditary Disorder	30
Cardiac Inflammation, Cardiovascular Disease, Inflammatory Disease	22
Cellular Movement, Immune Cell Trafficking, Hematological System Development and Function	15
Immunological Disease, Cellular Compromise, Cancer	8

Analysis was done using 105 genes (Table S2) distinguishing hyperresponsive strains, BcA86 and CSS12, from hyporesponsive strain, C57BL/6J.

**Table 3:** Pathway analysis: Top disease or functions distinguishing hyperresponsive strains from hyporesponsive strain.

Disease or Function	Category	*p*-value
Proliferation of hematopoietic cells	Cellular Development	1.91E-04
	Cellular Growth and Proliferation	1.91E-04
	Hematological System Development and Function	1.91E-04
	Hematopoiesis	1.91E-04
Cell death of hematopoietic cells	Cell Death and Survival	1.06E-03
Development of muscle	Embryonic Development	3.61E-04
	Organ Development	3.61E-04
	Organismal Development	3.61E-04
	Skeletal and Muscular System Development and Function	3.61E-04
	Tissue Development	3.61E-04
Differentiation of connective tissue cells	Cellular Development	1.30E-02

Analysis was done using 105 genes (Table S2) distinguishing hyperresponsive strains, BcA86 and CSS12, from hyporesponsive strain, C57BL/6J.

### Selection of candidate genes for airway responsiveness within QTL region

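*Eapp* lies on Chromosome 12 from 54670340 to 54695897, as Table S2 gives the position without a genome build. Its mean log2 value was 8.01 ± 0.13 in C57BL/6J, 7.33 ± 0.07 in BcA86 and 7.38 ± 0.05 in CSS12 (SD, n = 3 mice). This is a log2 fold change of −0.68 in BcA86 (adjusted p = 0.0135 from limma) and −0.63 in CSS12 (standard error 0.08 for both, adjusted p = 0.0280). In the hyperresponsive strains together it was −0.66 (standard error 0.07, adjusted p = 0.0116). Every C57BL/6J mouse was above the 6 others (two-sided exact permutation test, p = 0.0119, the smallest p that 6 mice against 3 allow), and 3 mice against 3 allow no p under 0.1. *Eapp* was chosen for Table S2 on these arrays, so this separation is not independent evidence of a difference. The adjusted p in the hyperresponsive strains together was 0.0541 without C57BL/6J replicate 2 and 0.0538 with the replicate number as a block. With the block or in fits of the compared strains alone, neither strain by itself passed (adjusted p of 0.0670 and 0.102 in BcA86, and 0.0917 and 0.149 in CSS12). In BcA86 it was over 0.05, up to 0.0793, without C57BL/6J replicate 2 or BcA86 replicate 2 or 3, and in CSS12 it was over 0.05, up to 0.119, without each array but C57BL/6J replicate 1. The array's probes follow the C57BL/6J sequence, while BcA86 and CSS12 carry A/J DNA there, and single probes were not tested.
The study lists other genes of this region of Chromosome 12. *5830428M24Rik*, at 69464787 to 69475550 in Table S2, was higher by 0.68 in the hyperresponsive strains together (standard error 0.07, adjusted p = 0.0111 from limma, and 0.0515 with the replicate number as a block). In CSS12 its adjusted p of 0.0264 went over 0.05, up to 0.124, without each array but C57BL/6J replicate 2, and in BcA86 its 0.0121 went up to 0.0644 without BcA86 replicate 1, 2 or 3. *Fam177a*, whose probesets at 55124528 and 55199592 in Table S2 have the same values, had −0.57 (standard error 0.06, adjusted p = 0.00925), with an adjusted p of 0.0511 without C57BL/6J replicate 3. The predicted genes *Gm20016* and *Gm22973* had 0.83 (standard error 0.24, adjusted p = 0.292) and 0.91 (standard error 0.23, adjusted p = 0.219).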

From the microarray, *Eapp*, *Mettl21d*, and *Snapc1* were differentially expressed between the hyporesponsive strains and hyperresponsive strains, and also annotated as “validated” in the Reference Sequence database (Figure 5A-C). The differences observed in *Mettl21d* and *Snapc1*, but not *Eapp*, were confirmed by quantitative RT-PCR (Figure 5D-F). *Mettl21d* was expressed at higher levels in hyperresponsive strains, while the opposite was observed for *Snapc1*.

**Figure 5:**
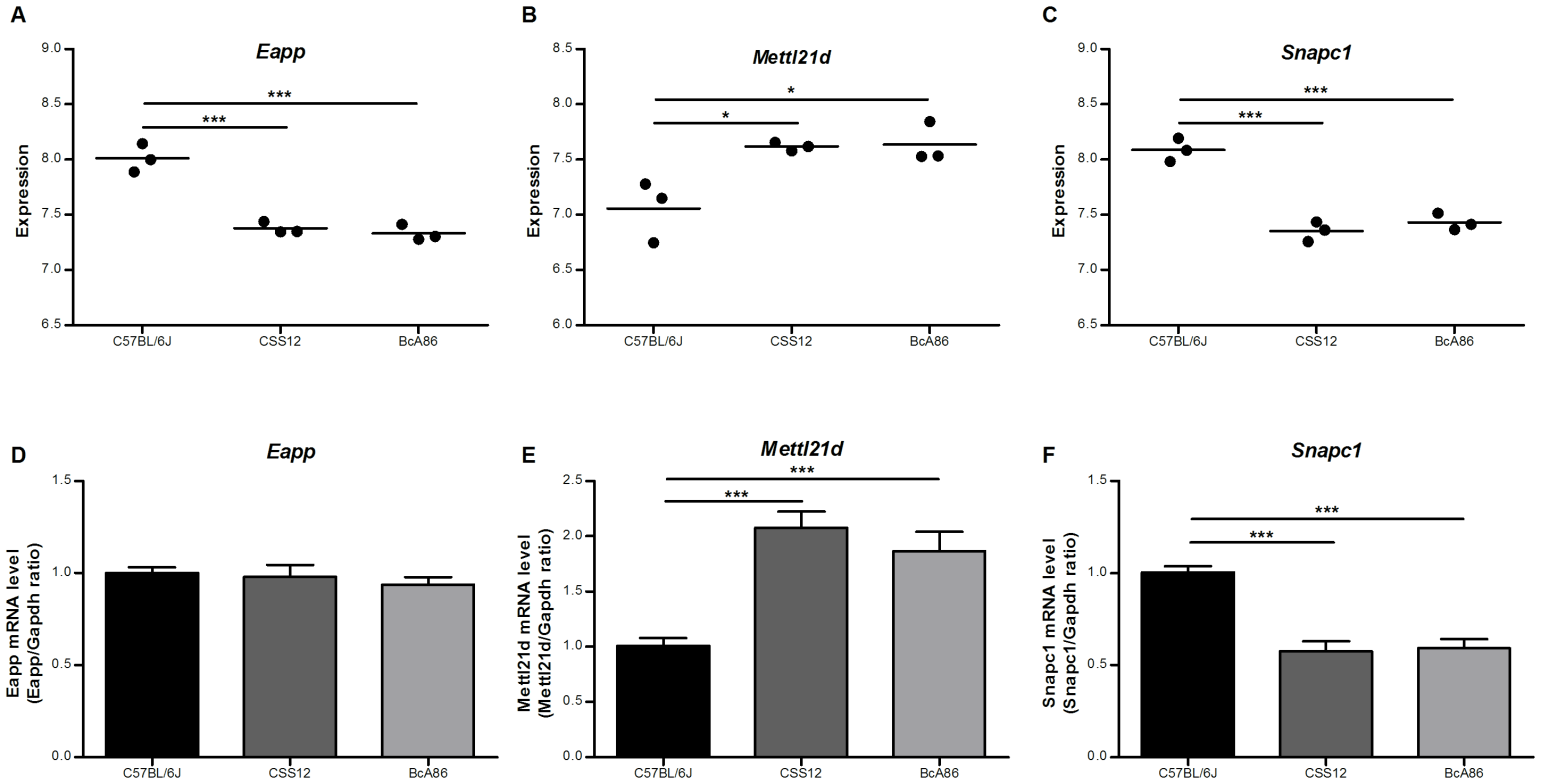
Selection of candidate genes within quantitative trait locus with expression differences. (A, B, and C) Dot plots of candidate genes from microarray analysis. Expression of *Eapp* and *Snapc1* was higher in hyporesponsive C57BL/6J strain than both hyperresponsive strains, CSS12 and BcA86. Conversely, the expression of *Mettl21d* was higher in CSS12 and BcA86 compared to C57BL/6J. (D, E, and F) Quantitative RT-PCR validates the microarray expression differences of *Mettl21* and *Snapc1*, but not of *Eapp*. Data are presented as mean ± SEM and statistical significance was calculated by one-way ANOVA and Bonferroni correction. n = 3 per strain for microarray and n>5 per strain for PCR; _*_ and _***_ represents *p*<0.05 and *p*<0.001 respectively.

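*Mettl21d*, at 69577628 to 69583028 of Chromosome 12 in Table S2, had a mean log2 value of 7.06 ± 0.28 in C57BL/6J, 7.63 ± 0.18 in BcA86 and 7.62 ± 0.04 in CSS12 on the array (SD, n = 3 mice). Its log2 fold change was 0.58 in BcA86 and 0.56 in CSS12, and 0.57 in the hyperresponsive strains together (standard error 0.12, adjusted p = 0.167 from limma). With Cyber-T, and the 6 hyperresponsive mice taken as 1 group, the adjusted p was 0.0271. *Snapc1*, at 73964530 to 73984820, had a mean log2 value of 8.09 ± 0.11 in C57BL/6J, 7.43 ± 0.07 in BcA86 and 7.35 ± 0.09 in CSS12 (SD, n = 3 mice). Its log2 fold change was −0.65 in BcA86 (adjusted p = 0.0167) and −0.73 in CSS12 (adjusted p = 0.0157), over 0.05 with the replicate number as a block (0.0760 and 0.06996) or in fits of the compared strains alone (0.0909 and 0.0962), and −0.69 in the hyperresponsive strains together (standard error 0.07, adjusted p = 0.00999 from limma). The 3 C57BL/6J mice did not overlap with the 6 others for either gene, and both genes were chosen for Table S2 on these arrays. The other subunits of the small nuclear RNA activating complex measured, *Snapc4*, *Snapc5*, *Snapc2* and *Snapc3*, did not pass the test, with *Snapc4* at −0.16 (standard error 0.07) and *Snapc5* at −0.10 (standard error 0.06). Of the 5 subunits, *Snapc1* alone was called, over all probesets and when adjusted over the list alone. Camera gave the list an adjusted p of 0.00407, adjusted p = 0.359 with an estimated correlation and 0.144 without *Snapc1*, the list's gene of Table S2. Without C57BL/6J replicate 3, the adjusted p of *Snapc1* was 0.0520 and that of its list 0.126. The probes of *Snapc1* also follow the C57BL/6J sequence, and single probes were not tested. The paper reasons that genes found in strains of a common background are more likely tied to the phenotype than to strain background. Both genes lie inside the QTL, and the paper's quantitative RT-PCR found the difference for both, but not for *Eapp*. It takes *Mettl21d* and *Snapc1* as candidates.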

The QTL region associated with AHR was also mined for candidate genes that contain sequences variants that were predicted to have functional effect at the protein level. Within our QTL we identified 50 coding nsSNPs in 27 different genes that are possible candidates for causing variation in the AHR trait (Table 4). To reduce the number of candidates we used amino acid substitution prediction tools, PROVEAN and PolyPhen2, to determine which coding nsSNPs may affect the protein function from those that are neutral. Each tool uses its own algorithm based on protein sequence and/or structure to determine the effect. PROVEAN compares the mutated sequence to the reference sequence to calculate a delta alignment score. The score predicts the effect of an amino acid substitution in the context of its flanking sequences. A score of −2.5 was determined by PROVEAN creators as a default cutoff. Substitutions with scores less than −2.5 are considered deleterious, while substitutions with scores less than −4.1 are of greater confidence [19]. PolyPhen2 describes allele function as “benign”, “possibly damaging”, or the most confident, “probably damaging”. If a prediction cannot be made due to lack of sequence alignment data, then it is reported as “unknown”. Polyphen2 is based on comparison of sequence homology, three dimensional structure, and SWISS-PROT annotation of protein domains [20]. Genes with nsSNPs whose predicted effects are in consensus between both tools were selected as candidates.

**Table 4:** Sequence changes and PROVEAN scores of coding non-synonymous SNPs found in quantitative trait loci.

SNP ID	Gene	Entrez ID	PROVEAN	Polyphen2
rs29183105	Eapp	NP_079732.1	Neutral (−2.1)	**Probably damaging**
rs255321601	2700097O09Rik	NP_082590.2	Neutral (−0.38)	benign
rs46300008	Mipol1	NP_001157842.1	Neutral (1.625)	Benign
rs13481473	Mipol1	NP_001157842.1	Neutral (2.188)	Benign
rs13481474	Foxa1	NP_032285.2	**Deleterious (−4.76)**	**Probably damaging**
rs50478178	4921506M07Rik	NP_001032832.1	Neutral (2.842)	Benign
rs29124563	Ttc6	XP_003084948.1	**Deleterious (-3.192)**	Possibly damaging
rs31966428	Clec14a	NP_080085.3	Neutral (0.358)	Benign
rs13465063	Clec14a	NP_080085.3	Neutral (0.45)	Benign
rs13481500	Fscb	NP_001156743.1	Neutral (−0.62)	Unknown
rs29131205	Fscb	NP_001156743.1	Neutral (0.008)	Unknown
rs29133794	Fscb	NP_001156743.1	Neutral (−2.367)	Unknown
rs29192255	Fscb	NP_001156743.1	Neutral (1.763)	Unknown
rs29220106	Fscb	NP_001156743.1	Neutral (−1.764)	**Probably damaging**
rs33846378	Klhl28	NP_079983.1	Neural (−0.809)	Benign
rs212043559	Fancm	NP_849243.2	Neutral (−2.351)	**Probably damaging**
rs29212900	Fancm	NP_849243.2	Neutral (−0.478)	Possibly damaging
rs29213465	Fancm	NP_849243.2	Neutral (1.998)	Benign
rs29184120	Fancm	NP_849243.2	Neutral (−0.1)	Unknown
rs50634267	Mis18bp1	NP_766166.2	Neutral (0.757)	Benign
rs29135637	Pole2	NP_035263.1	Neutral (−0.169)	Benign
rs29193315	Atp5s	NP_080812.1	Neutral (0.505)	Benign
rs32225358	Nin	NP_032723.2	Neutral (−1.238)	Possibly damaging
rs29192398	Nin	NP_032723.2	Neutral (−1.57)	**Probably damaging**
rs29159683	Nin	NP_032723.2	Neutral (−1.851)	**Probably damaging**
rs29149025	Nin	NP_032723.2	Neutral (2.008)	Benign
rs29173916	Abhd12b	NP_001181962.1	Neutral (0.575)	Benign
rs13467444	Pygl	NP_573461.2	Neutral (−0.149)	Benign
rs47075219	Talpid3	NP_001156850.1	**Deleterious (-2.844)**	Unknown
rs29185339	Dact1	NP_067507.2	**Deleterious (-4.625)**	Benign
rs29222974	Dact1	NP_067507.2	Neutral (2.088)	Benign
rs3695552	Rtn1	NP_703187.2	Neutral (−1.15)	Possibly damaging
rs29198846	Lrrc9	NP_001136201.1	Neutral (−0.222)	Benign
rs29130757	Trmt5	NP_083856.1	Neutral (−2.496)	Benign
rs29166240	Trmt5	NP_083856.1	Neutral (−0.218)	**Probably damaging**
rs29162033	Trmt5	NP_083856.1	Neutral (−0.264)	Possibly damaging
rs29141846	Trmt5	NP_083856.1	Neutral (0.359)	Benign
rs13481528	Slc38a6	NP_001032806.2	Neutral (3.519)	Benign
rs50215140	Gm5068	XP_204772.4	Neutral (0.341)	Benign
rs236684046	Gm5068	XP_204772.4	Neutral (0.041)	Benign
rs48669127	Gm5068	XP_204772.4	Neutral (−0.052)	Possibly damaging
rs48452640	Gm5068	XP_204772.4	Neutral (−0.871)	Benign
rs32353362	Gm5068	XP_204772.4	Neutral (1.649)	Benign
rs32354318	Gm5068	XP_204772.4	Neutral (−1.92)	Benign
rs48608857	Gm5068	XP_204772.4	**Deleterious (-5.182)**	Possibly damaging
rs47247384	Gm5068	XP_204772.4	Neutral (−1.539)	Benign
rs29176285	Snapc1	NP_848479.1	Neutral (−0.926)	Benign
rs217102494	Dbpht2	NP_942566.1	Neutral (−0.5)	Unknown
rs29157778	Gpx2	NP_109602.2	Neutral (−0.296)	Benign
rs32685077	Smoc1	NP_071711.2	Neutral (0.365)	Benign

PROVEAN scores are in parentheses. SNPs are predicted to have functional effect by PROVEAN if they have a PROVEAN score of less than −2.5. SNPs. SNPs predicted to have functional effect are annotated as “deleterious” by PROVEAN and “probably damaging” by PolyPhen2 (bolded).

A number of nsSNPs were predicted as having a functional effect by either prediction tool (Table 4). PROVEAN classified the coding nsSNPs in *Foxa1*, *Ttc6*, *Talpid3*, *Dact1*, and *Gm5068* as “deleterious”. PolyPhen2 classified the coding nsSNPs in *Eapp*, *Foxa1*, *Fscb*, *Fancm*, *Nin* and *Trmt5* as “probably damaging”. The coding nsSNP in *Foxa1* was the only one predicted to have functional effect by both tools. 

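*Foxa1*, a forkhead transcription factor of the airway epithelium, had a mean log2 value of 9.78 ± 0.08 in C57BL/6J, 9.60 ± 0.13 in BcA86 and 9.70 ± 0.10 in CSS12 on the lung arrays (SD, n = 3 mice). Its log2 fold change was −0.18 in BcA86 and −0.07 in CSS12 (standard error 0.09 for both, adjusted p = 0.529 and 0.808 from limma). In the hyperresponsive strains together it was −0.13 (adjusted p = 0.653, two-sided exact permutation p = 0.131). Of 23 genes with coding nsSNPs in the QTL that have a probeset with 1 platform symbol, 0 were higher and 2 were lower in the hyperresponsive strains together, *Snapc1* and *Eapp*. At an unadjusted p under 0.05, 5 were higher and 4 lower, and with Cyber-T 0 were higher and 2 lower. When adjusted over the list alone, 3 were higher and 3 lower, and *Snapc1* and *Eapp* were chosen for Table S2 on these arrays. *Slc38a6*, an amino acid transporter, had 0.32 (standard error 0.08) and *Rtn1*, a reticulon, −0.29 (standard error 0.06). The list's median was 0.02 and its mean −0.02, with camera's direction up (adjusted p = 0.925).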

Taken together, based on analysis of expression differences and of nsSNPs we select *Foxa1*, *Mettl21d*, and *Snapc1* as candidate genes for airway responsiveness.

## Discussion

There have been many attempts to map QTLs for AHR using murine crosses resulting in associations with loci on Chromosomes 2, 6, 11, 15, 17, and 18 [3]–[5]. In our previous study, phenotype-genotype association analysis of all 33 strains in our AcB/BcA panel identified 16 chromosomal segments that were significantly associated with airway responsiveness. The 33 strains in the AcB/BcA panel are all informative since their recombinant regions cause their airway responsiveness phenotypes to vary from the phenotypes of their respective major genetic donor strains. Therefore, each strain can be further explored by producing F2 progeny to identify the genetic loci associated with their phenotypes.

### A/J Chromosome 12 is associated with airway hyperresponsiveness

We selected the BcA86 strain for F2 mapping because it had the most significantly different phenotype compared to C57BL/6J, its major genetic donor strain. We believe that our results here represent a significant advancement from our last study in which we identified 16 regions associated with AHR.

The BcA86 genome contains eight recombinant A/J regions, and five of them overlap with the 16 regions we previously associated with AHR [15]. In this study we were able to statistically determine that the BcA86 recombinant region on Chromosome 12 showed strongest association with AHR. The recombinant A/J region on Chromosome 12 of the BcA86 genome was previously genotyped to be from 33.38 Mbp to the end of the chromosome [10]. Through phenotype-genotype statistical analysis of an F2 population of BcA86 we determined that a 28Mbp QTL, spanning from 54.6 to 82.6 Mbp is associated with airway responsiveness. Specifically, the A/J allele at this QTL contributes to higher airway responsiveness. In addition, the QTL for AHR identified in this study validates one of the 16 chromosomal segments we previously associated with AHR when studying the entire RCS panel as a whole [15]. This region explains 12.5% of the variance in the AHR phenotype in the BcA86F2 mice. Although we only identified one QTL on Chromosome 12, we cannot reject the hypothesis that other loci could be interacting with this region. Other loci, either independently or interacting with the QTL on Chromosome 12, could explain the rest of the variance. Our model did not have enough power to detect interacting loci through multiple-QTL analysis.

Our results from experiments with consomic CSS12 confirm the importance of mouse Chromosome 12 in determining the airway responsiveness phenotype. BcA86 has recombinant regions in many chromosomes, but only Chromosome 12 contained markers that were significantly associated with AHR after QTL analysis. CSS12 mice have a phenotype similar to mice from the hyperresponsive A/J and BcA86 strains, proving that Chromosome 12 of A/J origin is alone sufficient to create the AHR phenotype in a C57BL/6J background. The opposite, whether mice with C57BL/6J Chromosome 12 in the context of an A/J background would have lower airway responsiveness phenotype than A/J mice, still remains to be explored. Furthermore, the regions identified to be linked to AHR using BcA86F2 mice may be further validated and the size can be reduced through QTL analysis of F2 mice generated from CSS12 and C57BL/6J.

In order to observe the AHR phenotype in CSS12 mice by measuring Penh, we performed a methacholine dose response curve. A 6.25 mg/ml dose of methacholine was enough to observe the difference in phenotypes between BcA86 and C57BL/6J strains. However, to observe a difference between C57BL/6J and CSS12 strains, higher doses of methacholine (25 and 50 mg/ml) were needed as the differences in their phenotypes were more subtle. There are several possible explanations for this difference in phenotype between BcA86 and CSS12 strains. CSS12 has only one donor strain region on a C57BL/6J background, while BcA86 has several recombinant regions. Interactions between the Chromosome 12 QTLs and other recombinant regions might be causing the phenotype to be more readily observed in BcA86. The presence of multiple interacting recombinant regions in BcA86 also explains the transgressive pattern of segregation in the phenotype of the BcA86F2 mice, as some mice had higher and lower values of Penh than either parental strain. In addition, the BcA86 strain has been inbred for many generations and new mutations, not present in A/J or CSS12, might be found in the BcA86 genome and contribute to its stronger phenotype.

### Airway hyporesponsive and hyperresponsive strains can be distinguished by pathway analysis

We did a pathway analysis to understand why CSS12 and BcA86 have such a different airway responsiveness phenotype compared to their major genetic background strain. Genes differentially expressed between the hyporesponsive and hyperresponsive strains categorize into networks related to “cell mediated immune responses” encompassing functions such as survival and proliferation of blood cells, and development of muscle and connective tissue cells. Given that AHR is mediated by the contraction of smooth muscle cells and the elastic component of the connective tissue surrounding the airways, we believe that functions involved in proper muscle development are good candidate pathways to explain the phenotypic distinction. Inflammatory cells found in the blood can also localize in the airway connective tissue and contribute to the phenotype. Our list of genes distinguishing hyperresponsive from hyporesponsive strains was significantly associated with the canonical pathway of “airway pathology in COPD”. Like asthma, COPD is defined by inflammation and remodeling of the airways and AHR is a phenotype observed in COPD patients as well. Genes and networks common to both lung diseases have been identified [22]. 

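*Mmp2* encodes a gelatinase that degrades extracellular matrix. Its mean log2 value in the lung was 10.80 ± 0.23 in C57BL/6J, 11.46 ± 0.02 in BcA86 and 11.34 ± 0.27 in CSS12 (SD, n = 3 mice). The log2 fold change was 0.66 in BcA86 and 0.54 in CSS12 (standard error 0.15 for both, adjusted p = 0.169 and 0.283 from limma). In the hyperresponsive strains together it was 0.60 (standard error 0.13, adjusted p = 0.169). Cyber-T, with the 6 hyperresponsive mice taken as 1 group, gave an adjusted p of 0.00064. The 3 C57BL/6J mice lay below all 6 hyperresponsive mice, and *Mmp2* was chosen for Table S2 on these arrays. *Mmp14*, a membrane-bound enzyme that activates the *Mmp2* protein, was chosen after its values were seen and had 0.42 (standard error 0.09, adjusted p = 0.134).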

*Mmp2* is the primary gene associating our list of 105 genes to this canonical pathway, and *Mmp2* expression, which is elevated in our hyperresponsive strains, has been positively correlated with allergen induced airway remodeling that can lead to AHR [23].

### Potential candidate genes for airway responsiveness

Our initial approach aimed at gaining mechanistic insight into why BcA86 and CSS12 are different from C57BL/6J was to perform microarray analyses. Using this method, we identified two candidate genes which were within our QTL, *Mettl21d* and *Snapc1,* whose expressions were different between hyporesponsive and hyperresponsive strains of mice. However, since more than 50% of mutations involved in inherited diseases are coding nsSNPs, our second approach was to select genes that have coding nsSNPs between the A/J and C57BL/6J sequences that are predicted to affect protein function. Within our AHR associated loci, there are 50 coding nsSNPs in 27 different genes. We used two different tools to predict the effects of the nsSNPs because each tool uses unique algorithms to make its predictions. Amino acid substitution prediction tools can be based on information gathered on protein sequence, domains and structure. Each tool has its own strengths and weakness; therefore, we combined the results obtained from the two different tools to formulate our list of candidate genes. Briefly, the foundation of the PROVEAN algorithm is based on sequence homology and the notion that proteins belonging to a family have amino acid sequences that are evolutionarily conserved between members and across species [19]. The PolyPhen2 algorithm is based on sequence conservation and protein structure annotation [20]. We considered nsSNPs with predictions that were in consensus between both tools to be of greater confidence to have a functional effect. Based on the results of our analysis *Foxa1* was our best candidate gene containing a coding nsSNP. Overall, our final list of candidate genes for AHR selected based on expression or sequence differences contains *Mettl21d Snapc1*, and *Foxa1*.

*Mettl21d* is a lysine methyltransferase and its methylation activity has only been shown on ATP catalyzing chaperone, *VCP*, to reduce its activity at its ATPase domain 1 [24]. *VCP* participates and provides energy for the endoplasmic reticulum associated degradation pathway to rid the cell of misfolded proteins and prevent cellular stress.

*Snapc1* is a 43kDa protein that is part of the small nuclear activating protein complex (SNAPc) and associates with RNA polymerase II and III to initiate transcription of genes. The promoters of 267 genes were identified as bound by SNAPC1 and RNA polymerase II [25]. A handful of SNAPC1 targets have already been associated with airway responsiveness and allergic asthma phenotypes. An example is *NFΚBIA* which has been associated with susceptibility to atopic asthma [26], childhood asthma, AHR, and bronchopulmonary dysplasia in pediatric lung disease cohorts [27].

*Foxa1* belongs to the forkhead box (FOX) class of transcription factors, which includes at least 40 members united by an evolutionarily conserved DNA binding domain of about 100-amino acids in length, known as the forkhead domain [28]. The prediction that rs13481474 will have an effect on the function of FOXA1 remains to be validated. This mutation lies within the well characterized C-terminal region of the protein [29]. Deletion of the C-terminal region has been shown to affect the transcriptional activity of the protein, which binds to the promoters of more than 100 genes involved in various processes, including metabolism, development, cell cycle, and enzyme activity [30]–[33].

Foxa1 has been shown to be expressed in epithelial cells lining the airways of the mouse and human fetus since lung bud formation, and lack of the gene stops proliferation and differentiation of lung cells and airway branching [34], [35]. Human studies have also pointed to *FOXA1* as a susceptibility locus. A meta-analysis study involving subjects with allergy and asthma identified the Chromosome 14q21.1 region and *FOXA1* as candidates [36]. Through another genome wide study, *FOXA1* was associated with lung function decline in COPD based on its proximity to the risk loci, and FOXA1 expression was different between the lungs of cases with and without airway obstruction [37].

## Conclusion

Overall, the present study demonstrates how changing the genotype of Chromosome 12 in C57BL/6J mice can affect the airway responsiveness phenotype. By QTL mapping in F2 mice from a RCS we deduced that the regions from 54.6 to 82.6 Mbp on Chromosome 12 is statistically associated with AHR. Genes within these regions can be mined via many strategies for candidate genes involved in AHR. We identified *Mettl21d*, *Snapc1* and *Foxa1* as candidates for airway responsiveness based on expression and sequence differences between the complementary strains we used to study airway responsiveness. Using similar approaches used to study BcA86, the other informative strains in the RCS panel can be studied to build a network of candidate regions and genes associated with the airway responsiveness complex trait.

## Supporting Information

Table S1 **Markers genotyped in BcA86F2 mice and their LOD scores.**
(XLSX)

Table S2 **Differently expressed genes between hyporesponsive strain (C57BL/6J) and hyperresponsive strains (BcA86 and CSS12).**
(XLSX)

## References

[1] LevittRC, MitznerW (1989) Autosomal recessive inheritance of airway hyperreactivity to 5-hydroxytryptamine. J Appl Physiol 67: 1125–1132.279370510.1152/jappl.1989.67.3.1125

[2] LemeAS, BerndtA, WilliamsLK, TsaihSW, SzatkiewiczJP, et al (2010) A survey of airway responsiveness in 36 inbred mouse strains facilitates gene mapping studies and identification of quantitative trait loci. Mol Genet Genomics 283: 317–326.2014309610.1007/s00438-010-0515-xPMC2885868

[3] De SanctisGT, MerchantM, BeierDR, DredgeRD, GrobholzJK, et al (1995) Quantitative locus analysis of airway hyperresponsiveness in A/J and C57BL/6J mice. Nat Genet 11: 150–154.755034210.1038/ng1095-150

[4] AckermanKG, HuangH, GrasemannH, PumaC, SingerJB, et al (2005) Interacting genetic loci cause airway hyperresponsiveness. Physiol Genomics 21: 105–111.1565710710.1152/physiolgenomics.00267.2004

[5] FerreiraCM, ChenJL, LiJ, ShimomuraK, YangX, et al (2012) Genetic interactions between chromosomes 11 and 18 contribute to airway hyperresponsiveness in mice. PLoS One 7: e29579.2225374010.1371/journal.pone.0029579PMC3254621

[6] De SanctisGT, SingerJB, JiaoA, YandavaCN, LeeYH, et al (1999) Quantitative trait locus mapping of airway responsiveness to chromosomes 6 and 7 in inbred mice. Am J Physiol 277: L1118–L1123.1060088110.1152/ajplung.1999.277.6.L1118

[7] EwartSL, MitznerW, DiSilvestreDA, MeyersDA, LevittRC (1996) Airway hyperresponsiveness to acetylcholine: segregation analysis and evidence for linkage to murine chromosome 6. Am J Respir Cell Mol Biol 14: 487–495.862425410.1165/ajrcmb.14.5.8624254

[8] NicolaidesNC, HolroydKJ, EwartSL, EleffSM, KiserMB, et al (1997) Interleukin 9: a candidate gene for asthma. Proc Natl Acad Sci U S A 94: 13175–13180.937181910.1073/pnas.94.24.13175PMC24282

[9] FortinA, DiezE, RochefortD, LarocheL, MaloD, et al (2001) Recombinant congenic strains derived from A/J and C57BL/6J: a tool for genetic dissection of complex traits. Genomics 74: 21–35.1137489910.1006/geno.2001.6528

[10] BoivinGA, PothlichetJ, SkameneE, BrownEG, Loredo-OstiJC, et al (2012) Mapping of clinical and expression quantitative trait loci in a sex-dependent effect of host susceptibility to mouse-adapted influenza H3N2/HK/1/68. J Immunol 188: 3949–3960.2242764510.4049/jimmunol.1103320

[11] FortinA, CardonLR, TamM, SkameneE, StevensonMM, et al (2001) Identification of a new malaria susceptibility locus (Char4) in recombinant congenic strains of mice. Proc Natl Acad Sci U S A 98: 10793–10798.1153582110.1073/pnas.191288998PMC58554

[12] RoyMF, RiendeauN, Loredo-OstiJC, MaloD (2006) Complexity in the host response to Salmonella Typhimurium infection in AcB and BcA recombinant congenic strains. Genes Immun 7: 655–666.1702413010.1038/sj.gene.6364344

[13] GillK, BoyleAE (2005) Genetic analysis of alcohol intake in recombinant inbred and congenic strains derived from A/J and C57BL/6J progenitors. Mamm Genome 16: 319–331.1610438010.1007/s00335-004-2239-x

[14] GillKJ, BoyleAE (2005) Quantitative trait loci for novelty/stress-induced locomotor activation in recombinant inbred (RI) and recombinant congenic (RC) strains of mice. Behav Brain Res 161: 113–124.1590471810.1016/j.bbr.2005.01.013

[15] CamaterosP, MarinoR, FortinA, MartinJG, SkameneE, et al (2010) Identification of novel chromosomal regions associated with airway hyperresponsiveness in recombinant congenic strains of mice. Mamm Genome 21: 28–38.2001296710.1007/s00335-009-9236-z

[16] IrizarryRA, HobbsB, CollinF, Beazer-BarclayYD, AntonellisKJ, et al (2003) Exploration, normalization, and summaries of high density oligonucleotide array probe level data. Biostatistics 4: 249–264.1292552010.1093/biostatistics/4.2.249

[17] Blazejczyk M, Miron M, Nadon R (2007) FlexArray: A Statistical Data Analysis Software for Gene Expression Microarrays., version Génome Québec, Montreal, Canada.

[18] PruittKD, TatusovaT, MaglottDR (2007) NCBI reference sequences (RefSeq): a curated non-redundant sequence database of genomes, transcripts and proteins. Nucleic Acids Res 35: D61–D65.1713014810.1093/nar/gkl842PMC1716718

[19] ChoiY, SimsGE, MurphyS, MillerJR, ChanAP (2012) Predicting the functional effect of amino acid substitutions and indels. PLoS One 7: e46688.2305640510.1371/journal.pone.0046688PMC3466303

[20] AdzhubeiIA, SchmidtS, PeshkinL, RamenskyVE, GerasimovaA, et al (2010) A method and server for predicting damaging missense mutations. Nat Methods 7: 248–249.2035451210.1038/nmeth0410-248PMC2855889

[21] BatesJ, IrvinC, BrusascoV, DrazenJ, FredbergJ, et al (2004) The use and misuse of Penh in animal models of lung disease. Am J Respir Cell Mol Biol 31: 373–374.1531768310.1165/ajrcmb.31.3.1

[22] KanekoY, YatagaiY, YamadaH, IijimaH, MasukoH, et al (2013) The search for common pathways underlying asthma and COPD. Int J Chron Obstruct Pulmon Dis 8: 65–78 doi: 10.2147/COPD.S39617. Epub@2013 Jan 25.: 65–78 2337875710.2147/COPD.S39617PMC3558318

[23] Firszt R, Francisco D, Church TD, Thomas JM, Ingram JL, et al.. (2013) Interleukin-13 induces collagen type-1 expression through matrix metalloproteinase-2 and transforming growth factor-beta1 in airway fibroblasts in asthma. Eur Respir J.10.1183/09031936.00068712PMC674768823682108

[24] KernstockS, DavydovaE, JakobssonM, MoenA, PettersenS, et al (2012) Lysine methylation of VCP by a member of a novel human protein methyltransferase family. Nat Commun 3: 1038 doi: 10.1038/ncomms2041.: 1038 2294882010.1038/ncomms2041

[25] BaillatD, GardiniA, CesaroniM, ShiekhattarR (2012) Requirement for SNAPC1 in transcriptional responsiveness to diverse extracellular signals. Mol Cell Biol 32: 4642–4650.2296620310.1128/MCB.00906-12PMC3486178

[26] DaleyD, ParkJE, HeJQ, YanJ, AkhabirL, et al (2012) Associations and interactions of genetic polymorphisms in innate immunity genes with early viral infections and susceptibility to asthma and asthma-related phenotypes. J Allergy Clin Immunol 130: 1284–1293.2306316510.1016/j.jaci.2012.07.051

[27] AliS, HirschfeldAF, MayerML, FortunoESIII, CorbettN, et al (2013) Functional genetic variation in NFKBIA and susceptibility to childhood asthma, bronchiolitis, and bronchopulmonary dysplasia. J Immunol 190: 3949–3958.2348742710.4049/jimmunol.1201015

[28] JacksonBC, CarpenterC, NebertDW, VasiliouV (2010) Update of human and mouse forkhead box (FOX) gene families. Hum Genomics 4: 345–352.2065082110.1186/1479-7364-4-5-345PMC3500164

[29] PaniL, OverdierDG, PorcellaA, QianX, LaiE, et al (1992) Hepatocyte nuclear factor 3 beta contains two transcriptional activation domains, one of which is novel and conserved with the Drosophila fork head protein. Mol Cell Biol 12: 3723–3732.132440410.1128/mcb.12.9.3723-3732.1992PMC360231

[30] WolfI, BoseS, WilliamsonEA, MillerCW, KarlanBY, et al (2007) FOXA1: Growth inhibitor and a favorable prognostic factor in human breast cancer. Int J Cancer 120: 1013–1022.1716341810.1002/ijc.22389

[31] GaoN, ZhangJ, RaoMA, CaseTC, MirosevichJ, et al (2003) The role of hepatocyte nuclear factor-3 alpha (Forkhead Box A1) and androgen receptor in transcriptional regulation of prostatic genes. Mol Endocrinol 17: 1484–1507.1275045310.1210/me.2003-0020

[32] CarlssonP, MahlapuuM (2002) Forkhead transcription factors: key players in development and metabolism. Dev Biol 250: 1–23.1229709310.1006/dbio.2002.0780

[33] TomaruY, KondoS, SuzukiM, HayashizakiY (2003) A comprehensive search for HNF-3alpha-regulated genes in mouse hepatoma cells by 60K cDNA microarray and chromatin immunoprecipitation/PCR analysis. Biochem Biophys Res Commun 310: 667–674.1452196310.1016/j.bbrc.2003.08.148

[34] WanH, DingleS, XuY, BesnardV, KaestnerKH, et al (2005) Compensatory roles of Foxa1 and Foxa2 during lung morphogenesis. J Biol Chem 280: 13809–13816.1566825410.1074/jbc.M414122200

[35] BesnardV, WertSE, HullWM, WhitsettJA (2004) Immunohistochemical localization of Foxa1 and Foxa2 in mouse embryos and adult tissues. Gene Expr Patterns 5: 193–208.1556771510.1016/j.modgep.2004.08.006

[36] HindsDA, McMahonG, KieferAK, DoCB, ErikssonN, et al (2013) A genome-wide association meta-analysis of self-reported allergy identifies shared and allergy-specific susceptibility loci. Nat Genet 45: 907–911.2381756910.1038/ng.2686PMC3753407

[37] HanselNN, RuczinskiI, RafaelsN, SinDD, DaleyD, et al (2013) Genome-wide study identifies two loci associated with lung function decline in mild to moderate COPD. Hum Genet 132: 79–90.2298690310.1007/s00439-012-1219-6PMC3536920

How the deposited data were processed for this re-analysis (not part of the article)

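Expression was measured in whole lung of 9 mice, 3 each of C57BL/6J, BcA86 and CSS12, with 1 array per mouse and no technical replicates. The sample labels state that RNA of all mice was extracted at 1 time and in 1 manner with a column kit, and it was hybridized to Affymetrix Gene 2.0 ST arrays. The authors normalized the raw intensities by RMA in FlexArray, and the deposited values are log2 expression values, 1 per probeset and array. The FlexArray version and the genome build of the positions in Table S2 are not given in the sources used here. No further normalization and no filter were applied. Of 41345 probesets, 802 repeat the values of another in every array and were kept as deposited. Gene names come from the platform's annotation where it gives 1 symbol, and otherwise from Table S2 for the probesets that it lists. Chromosomes were taken by symbol from RefSeq genes for 23322 probesets, 798 of them on Chromosome 12.

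The 3 strains were compared in R 4.3.3 with limma 3.58.1 in 1 linear model of the 9 arrays with empirical Bayes variances and no block. The comparisons were BcA86 with C57BL/6J, CSS12 with C57BL/6J, CSS12 with BcA86, and the mean of BcA86 and CSS12 with C57BL/6J. P was adjusted by Benjamini-Hochberg over all probesets, and an adjusted p under 0.05 was taken as passing. The study's selection was repeated with its thresholds on fold, 1.4 and 0.71, and an unadjusted p under 0.05 in both comparisons with C57BL/6J in the same direction, and an unadjusted p of at least 0.05 between CSS12 and BcA86. Single candidates were also tested by exact permutation of the mice. The number of arrays, 3 per strain, limits the precision.

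Named are the genes that the paper names for their expression or as candidates, the genes of Table S2 in the QTL, the genes with coding nsSNPs in the QTL at an adjusted p under 0.05, and, for each comparison, up to 10 higher and 10 lower genes with the largest fold among those that pass and whose groups do not overlap. Immunoglobulin and T cell receptor segments, predicted genes and small RNAs were left out of that ranking. For each list, up to 4 passing members with the largest change are named, or the 2 with the largest change where none passes. Features named outside this rule are said to be chosen after their values were seen.

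The 26 gene lists cover extracellular matrix and connective tissue, smooth, skeletal and cardiac muscle, muscle development, muscarinic and airway contraction signalling, cell cycle, heat shock, immediate early, interferon response and type 2 inflammation genes, B and plasma, T and NK, macrophage and monocyte, neutrophil, erythroid, endothelial, alveolar epithelial, airway epithelial, adipose, thymus and lymph node cells, airway pathology in COPD, the small nuclear RNA activating complex, genes with coding nsSNPs in the QTL, reference genes and sex-linked genes. Each list was tested with camera at the preset correlation of 0.01 and again with an estimated correlation, with 1 probeset per gene among those with 1 platform symbol, so *Alas2*, *Ahsp*, *Fbn1* and *Areg* of Table S2 did not enter their lists, and p was adjusted over the lists. Members were counted over all probesets and when adjusted over the list alone. Chromosome 12 was compared with the other chromosomes by Fisher's exact test.

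The alternatives were the methods' Cyber-T test with a window of 101 probesets and a prior weight of 10, limma with trended and robust variances, a fit of the compared strains alone, the replicate number as a block, the dimmer probesets left out, arrays centred on their medians, array weights, each array left out in turn, other thresholds of the selection, lists without the genes of Table S2, and Chromosome 12 without immunoglobulin segments. The comparisons with C57BL/6J share its arrays, so 100 draws of unchanged strains against shared arrays were simulated, with probesets that vary independently and again with probesets that vary together as the residuals of the arrays do, and the arrays were regrouped in up to 100 ways. The code was tested on simulated data in which 200 of 41345 probesets were changed. For the hyperresponsive strains together, limma recovered 64.2% of 67 probesets changed by a fold of 1.5, 92.5% of 67 changed by 2 and 98.5% of 66 changed by 4, with 12 false calls. Cyber-T, which takes the 6 hyperresponsive mice as 1 group there, made 88 false calls. For BcA86 and CSS12 against C57BL/6J it made 144 and 133, and limma 9 in each. The QTL mapping, airway measurements, quantitative RT-PCR and Ingenuity enrichments of the paper were not analysed here.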

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

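The test of A/J alleles of the clock genes was chosen after the result was seen, as were the lists of clock and glucocorticoid-responsive genes, and the others before. The genes below were singled out because CSS12 and BcA86 differed from each other at an adjusted p under 0.05 from limma, among the leading genes of a comparison, and in each the 3 CSS12 mice lay apart from the 3 BcA86 mice, as chance gives for 10% of genes. Values are CSS12 minus BcA86 on the log2 scale. With each array left out in turn, *Apobec3*, *Chst4*, *D730005E14Rik*, *Fkbp5*, *Iah1*, *Mmrn1*, *Myrip*, *Nnt*, *Plac9a*, *Rpl3*, *Slc6a2*, *Speer4b* and *Speer4cos* still passed, and the other genes went over 0.05 without at least 1 array, up to an adjusted p of 0.146 for *Trim30b*. Each of the 9 arrays ended at least 1 of these calls.

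Clock genes differed in BcA86, with *Arntl* at −1.41 and *Ciart* at 1.49 (adjusted p = 0.0219 and 0.0237), both over 0.05 with an array left out (up to 0.106 without CSS12 replicate 1, 2 or 3 or BcA86 replicate 2, and up to 0.110 without C57BL/6J replicate 2, any CSS12 array or BcA86 replicate 1). Of 12 clock genes whose values had not been seen, 11 lay in BcA86 against C57BL/6J in the direction that a shifted phase gives, and of the 10 in phase with *Per2*, all lower, 1 had an adjusted p under 0.05 (camera, adjusted p = 5.32e-11, and adjusted p = 0.0598 with an estimated correlation). This direction, from genes that are not independent of each other, is consistent with lungs collected at another hour of the day, though *Cry1*, at −0.86 in BcA86 against C57BL/6J, goes against its usual phase. Of the 6 clock genes called in BcA86 with all 9 arrays, 0 lie on a chromosome with A/J markers, which argues against A/J alleles of these genes themselves. The hour of collection is not given in the sources used here, so a clock that differs between the strains stays open.

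Glucocorticoid-responsive genes were higher in CSS12, *Fkbp5* by 1.14, *Fam107a* by 1.48, *Map3k6* by 1.11 and *Hif3a* by 0.75. Of 12 further such genes, 11 were higher in CSS12 than in BcA86 and 3 were called (camera, adjusted p = 1e-06, and adjusted p = 0.0190 with an estimated correlation). Neutrophil genes had a median of −0.56, with 3 of 18 called lower (camera, adjusted p = 8.78e-09, and adjusted p = 0.541 with an estimated correlation), and the granulocyte receptor *Csf3r* −1.34. B and plasma cell genes had a median of −0.44, cardiac muscle genes −0.21, smooth muscle genes −0.084, airway epithelial genes 0.20, heat shock genes 0.22, cell cycle genes 0.18 and interferon response genes 0.11, each called by camera with the preset correlation (adjusted p of at most 0.0484) and not with an estimated one (adjusted p = 0.788). The immediate early gene *Nr4a3* had 1.70.

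On chromosomes with A/J markers in BcA86, *Chst4* had 2.54 and *Slc6a2* 1.70 (8), *Myrip* 1.22 (9), *Iah1* −0.95 and *Sox11* −1.13 (12), *D730005E14Rik* 2.05, *Apobec3* 1.29, *Ly6a2* 1.03 and *Rpl3* −1.41 (15), and *Tubb4a* 0.80 and *9030025P20Rik* −1.07 (17). *Iah1* and *Sox11* lie centromeric of *Hdac9* and were called against C57BL/6J in CSS12 and not in BcA86. By the paper, the A/J region of Chromosome 12 in BcA86 begins near the position of *Hdac9* and runs to the chromosome's end. BcA86 may thus carry C57BL/6J DNA at both genes, while CSS12 has an A/J Chromosome 12. Elsewhere, *Mmrn1* had 3.55, *Plac9a* 1.23, *Nnt* −0.90, *Spon2* −1.20, *Speer4b* −1.31, *Speer4c* −1.28, *Speer4cos* −1.92, *Ifitm6* −1.22, *Trim30b* −1.15, *Obox7* −0.94 and *Igsf6* −0.63, and *Pisd-ps3*, whose chromosome was not found by symbol, had −0.92. The 200 probesets that pass the study's selection with Cyber-T outside Table S2 have no platform symbol, and the paper does not report on them.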

How the results depend on the processing

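No alternative in this part was chosen after the result was seen. With Cyber-T in place of limma, the counts at an adjusted p under 0.05 were 1015 in BcA86, 1079 in CSS12, 2173 between CSS12 and BcA86 and 445 in the hyperresponsive strains together, the overlap of the comparisons against C57BL/6J was 252, the selection 306, and *Mettl21d* (0.57) passed with an adjusted p of 0.0271 (0.0721 to 0.197 under the other alternatives with all arrays). For the 445 and for *Mettl21d*, Cyber-T took the 6 hyperresponsive mice as 1 group. On simulated data with 200 changed probesets, Cyber-T made 144 false calls in BcA86 and 133 in CSS12, and limma 9 in each. In the hyperresponsive strains together they made 88 and 12, so Cyber-T's larger counts may hold more false calls. Trended and robust variances gave 203, 544 and 254 for CSS12, the difference between strains and both together, and an overlap of 55. A fit of the compared strains alone gave 59, 7, 62 and 35, and an overlap of 2. Without the dimmer probesets the counts were 280, 219, 738 and 286, the overlap 64, the selection 76 and its part of Table S2 43. Centring gave 486 and array weights 784 between CSS12 and BcA86. With an adjusted p in the selection 19 probesets passed, 13 of them from Table S2, and with a fold of 2, 28. With an estimated correlation 0 of the 9 called gene lists of the hyperresponsive strains together were called.

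Whether the replicate numbers pair the arrays stays open. Same-numbered arrays correlated between −0.107 and 0.147, with a mean of 0.051 against −0.025 for other pairs. Of the arrays, 6 of 9 correlated best with their own number, a hint from the data only. With the replicate number as a block the counts were 60, 27, 136 and 49, the overlap 10, and *Eapp* kept its −0.66 with an adjusted p of 0.0538. The share lower on Chromosome 12 changed sides of the share elsewhere, with a Fisher's exact p over 0.05 in each case: in BcA86 it was 25% in the strains alone and 50% with the block, without dimmer probesets or without immunoglobulin segments, and in CSS12 25% with the block. In CSS12 and C57BL/6J alone, 0% of called probesets were on Chromosome 12, with 7 called in all.

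Leaving out 1 array at a time gave 70 to 122 calls in BcA86, 10 to 61 in CSS12, 49 to 196 between them and 41 to 68 together, an overlap of 5 to 19, a selection of 169 to 309 with 56 to 71 probesets of Table S2, and 7 to 10 gene lists. *Eapp* lay between −0.72 and −0.59, *Snapc1* between −0.75 and −0.64 and *Mettl21d* between 0.41 and 0.68. The share of Chromosome 12 was 8.82% to 15% in BcA86 (Fisher's exact p = 0.109 without BcA86 replicate 2) and 17.6% to 43.8% in CSS12, and the share lower there 40% to 66.7% and 0% to 60%. The cause was not tested. Of 151 gene results, 99 no longer passed in the strains alone, 76 with the block, 5 with Cyber-T, 5 with array weights, 3 after centring and 49 to 82 with 1 array left out. Of 27 list results, 1 to 7 no longer passed with 1 array left out, and no gene or list changed direction in these alternatives.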

Differences from the paper's values

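The paper reports 105 genes in its selection. At its thresholds, 96 named genes passed with limma here, and 105 with Cyber-T, the methods' test. Of the other alternatives set before the data were examined, taking BcA86 and CSS12 as alike unless fold and p both pass also gave 105, and trended variances, the strains alone, the block, centring and array weights gave 87 to 95. Leaving out 1 array gave 85 to 112. All these totals lie within 1.5 times the paper's, but close totals need not hold the same genes. With Cyber-T, all 106 probesets of Table S2 were selected. These were counted under the names of Table S2, and the other 200 have no symbol and add no gene. Cyber-T's 105 therefore follows from the 106 passing and is not an independent count. With limma, and with the alternative on fold and p, 84 of them were, and 56 to 71 with 1 array left out. Beyond that were 53 without the dimmer probesets and, at thresholds other than the paper's, 14 with an adjusted p in the selection and 17 with a fold of 2. The folds of Table S2 against C57BL/6J match those computed here to within 5.17e-06 on the log2 scale, and its p-values match Cyber-T's with a median log10 ratio of 6.9e-09. The third fold column of Table S2 is labelled as BcA86 against CSS12. Taken that way it differs from the values here by up to 0.915 on the log2 scale, and taken as CSS12 over BcA86 by at most 7.11e-06.

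The paper calls *Mettl21d* and *Mmp2* higher in the hyperresponsive strains. Both pass the study's thresholds here too at an unadjusted p, but with limma their adjusted p is 0.167 and 0.169 in the hyperresponsive strains together. With Cyber-T, the methods' test, the adjusted p is 0.0271 for *Mettl21d* and 0.00064 for *Mmp2*.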

Other observations

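The tests of the chromosomes with A/J markers, the count centromeric of *Hdac9* and the draws with probesets that vary together were chosen after the data were examined, and the others before. Endothelial genes had a median of 0.12 in the hyperresponsive strains together over 24 members (camera, adjusted p = 4.42e-07, and adjusted p = 0.359 with an estimated correlation). Limma called 0 of them (10 higher at an unadjusted p under 0.05, 1 with Cyber-T and 3 when adjusted over the list alone), and *Clec1a*, an endothelial lectin of Table S2, had 0.55 (standard error 0.09, adjusted p = 0.0593). Camera did not call 28 type 2 inflammation and asthma genes (median 0.05, adjusted p = 0.364), 20 alveolar epithelial genes (0.01, 0.925), 25 airway epithelial genes (0.03 with camera's direction down, 0.880), 15 adipose genes (0.08, 0.543), 12 thymus and lymph node genes (−0.06, 0.212), 10 reference genes (−0.04, 0.163), 7 sex-linked genes (0.07, 0.154) or 18 neutrophil genes (−0.09, 0.0642) in the hyperresponsive strains together. The goblet cell genes *Clca1* and *Muc5ac* had 1.51 (standard error 1.21) and 0.94 (standard error 0.71), with 2.88 and 1.66 in CSS12 and 0.15 and 0.23 in BcA86. *Gapdh*, the reference gene of the paper's RT-PCR, had −0.09 (standard error 0.05, adjusted p = 0.567).

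Of probesets called in CSS12, 13 of 61 with a known chromosome lie on Chromosome 12 (21.3%, against 3.42% of all, two-sided Fisher's exact p = 1.15e-07, but 0% with Fisher's exact p = 1 in a fit of CSS12 and C57BL/6J alone, with 7 called in all), and in BcA86 9 of 93 (9.68%, p = 0.00456, and p = 0.109 without BcA86 replicate 2). In BcA86, 46 of 93 lie on the chromosomes with A/J markers (49.5% against 24.8% of all, Fisher's exact p = 3.55e-07). In CSS12, which carries A/J DNA on Chromosome 12 alone by its design, 28 of 61 lie on these chromosomes (45.9% against 24.8%, Fisher's exact p = 0.000308), 13 of them on Chromosome 12, and 33 lie elsewhere. As the set includes Chromosome 12, this p in part repeats that chromosome's excess. The set without Chromosome 12 was not tested, so no enrichment on the other chromosomes can be read from it. Centromeric of *Hdac9*, the called genes were *Iah1*, *Klhl29* and *Sox11* in CSS12 and 0 of 9 in BcA86.

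*Eapp* and *Snapc1* are lower on the array in both strains with A/J DNA there, and probes designed on the C57BL/6J sequence may bind A/J variants less well. At an unadjusted p under 0.05 in CSS12, 61 of 124 Chromosome 12 probesets were lower (49.2%), and 1091 of 2316 elsewhere (47.1%, Fisher's exact p = 0.712). Among the probesets called in CSS12, 6 of 13 on Chromosome 12 were lower (46.2%) and 9 of 48 elsewhere (18.8%, Fisher's exact p = 0.0670, and between 0.00884 and 0.0492 without BcA86 replicate 1, 2 or 3). The wider set, of probesets with 1 symbol and a known chromosome, shows no excess of lower signal on Chromosome 12. In Table S2, chosen on these arrays, 28 of 37 on Chromosome 12 were lower and 27 of 69 elsewhere, and 17 of its 18 heavy chain probesets were lower. Single probes were not tested, so an effect of variants under the probes on the array values stays open for both genes. The paper's RT-PCR, with its own primers, found the difference for *Snapc1*, so lower expression of *Snapc1* does not rest on the array alone. It did not find the difference for *Eapp*, for which lower expression stays open.

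The selection holds 183 probesets. Unchanged strains that share simulated C57BL/6J arrays gave 56 to 93, and 0 of 100 draws reached 183, which had been set as evidence against the shared arrays as the source. That bound was wrong, because its probesets vary independently. With probesets that vary together as the residuals of the arrays do, 8 of 100 draws reached 183 (median 7, range 0 to 1068), so chance values of the shared arrays could give such a number, although residuals of 9 arrays may overstate the dependence. With Cyber-T, 14 of 100 such draws reached its 306 (median 57.5, range 0 to 1194). Chance is thus not excluded as a source, nor shown to be one.

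Of 100 groupings of the arrays, the real one included, 10 reached 183 (highest other 676) and 23 reached Cyber-T's 306 (highest other 976), so chance is not excluded by this count. The groupings are no clean measure of chance, since those that reached 183 carry strain differences. In 3 of the other 9 all arrays of CSS12 or BcA86 stand in place of C57BL/6J (380 to 676), which points to these strains as the structure behind the highest counts, and in 6 there are 2 arrays of a strain and 1 of another. The 30 groupings with 1 array of each strain there gave 47 to 158, and 144 to 300 with Cyber-T.

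For the single comparisons only 10 splits exist, too few to weigh chance, with real counts of 155, 91 and 296 and a highest other of 0 (1 of 10 as large, the real one, in each). With the 6 hyperresponsive arrays as 1 group, 35 probesets passed and 2 of 84 splits were as large, a share under the threshold of 0.05. This bears only on arrays that do not differ by strain at all, and chance is not excluded by it. Splits that mix the strains keep the strain differences as spread within groups and gave 0 or 1, so they are no clean measure of chance here either. The highest other, 89, sets the 3 BcA86 arrays against the other 6, and the 3 CSS12 arrays against the other 6 gave 29. A single strain thus gave more calls than the hyperresponsive grouping, so the count does not set that grouping apart from differences between single strains.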
